# Spatiotemporal deposition of cell wall polysaccharides in oat endosperm during grain development

**DOI:** 10.1093/plphys/kiad566

**Published:** 2023-10-20

**Authors:** Pavani P Nadiminti, Sarah M Wilson, Allison van de Meene, Alfie Hao, John Humphries, Julian Ratcliffe, Changyu Yi, Marta Peirats-Llobet, Mathew G Lewsey, James Whelan, Antony Bacic, Monika S Doblin

## Abstract

Oat (*Avena sativa*) is a cereal crop whose grains are rich in (1,3;1,4)-β-D-glucan (mixed-linkage glucan or MLG), a soluble dietary fiber. In our study, we analyzed oat endosperm development in 2 Canadian varieties with differing MLG content and nutritional value. We confirmed that oat undergoes a nuclear type of endosperm development but with a shorter cellularization phase than barley (*Hordeum vulgare*). Callose and cellulose were the first polysaccharides to be detected in the early anticlinal cell walls at 11 days postemergence (DPE) of the panicle. Other polysaccharides such as heteromannan and homogalacturonan were deposited early in cellularization around 12 DPE after the first periclinal walls are laid down. In contrast to barley, heteroxylan deposition coincided with completion of cellularization and was detected from 14 DPE but was only detectable after demasking. Notably, MLG was the last polysaccharide to be laid down at 18 DPE within the differentiation phase, rather than during cellularization. In addition, differences in the spatiotemporal patterning of MLG were also observed between the 2 varieties. The lower MLG-containing cultivar AC Morgan (3.5% *w*/*w* groats) was marked by the presence of a discontinuous pattern of MLG labeling, while labeling in the same walls in CDC Morrison (5.6% *w*/*w* groats) was mostly even and continuous. RNA-sequencing analysis revealed higher transcript levels of multiple MLG biosynthetic *cellulose synthase-like F* (*CSLF*) and *CSLH* genes during grain development in CDC Morrison compared with AC Morgan that likely contributes to the increased abundance of MLG at maturity in CDC Morrison. CDC Morrison was also observed to have smaller endosperm cells with thicker walls than AC Morgan from cellularization onwards, suggesting the processes controlling cell size and shape are established early in development. This study has highlighted that the molecular processes influencing MLG content and deposition are more complex than previously imagined.

## Introduction

Oat (*Avena sativa*) is a cereal crop with a 5% annual growth in human consumption estimated over the next 5 years (Wilson et al. 2006; Cowman et al. 2021). This increase is closely associated with the health benefits gained by the consumption of oat grain whose cell walls, a major source of soluble dietary fiber, are particularly rich in the noncellulosic polysaccharides (1,3,1,4)-β-D-glucan (also known as β-glucan or mixed-linkage glucan [MLG]) and arabinoxylan (AX) (Collins et al 2010). Higher dietary (soluble and insoluble) fiber intake (∼25 to 30 g per day) is known to have multiple protective health benefits, for example, by reducing the risk of developing several chronic lifestyle-related diseases including obesity, type 2 diabetes, cardiovascular disease, stroke, colorectal cancer, and diverticulitis (Reynolds et al. 2019).

MLG is a homoglucan with strings of multiple (1,4)-β-D-glucosidic bonds that are randomly interspersed with single (1,3)-β-D-glucosidic linkages which create molecular “kinks’ within individual chains resulting in its enhanced solubility compared with cellulose (Fincher 2009). Dehulled oat grain (groats), contain between 2.3% and 8.5% *w*/*w* MLG (Welch and Lloyd 1989; Miller et al. 1995; Welch et al. 2000). In contrast, AX is a polymer of (1,4)-β-D-linked xylose units substituted to varying degrees primarily with arabinose residues and also with small amounts of glucuronic, acetyl, and phenolic acid (primarily ferulic acid) groups (Ebringerová et al. 2005). AXs constitute the second most abundant group of wall polysaccharides in oat grain walls, ranging between 2.2% and 4.1% *w*/*w* (Collins et al. 2010). MLG and AX together form the principal cell wall polysaccharides in cereals (family Poaceae).

Making up the bulk of the grain by weight, endosperm is the major nutritive component of cereal grain crops. Oat grain quality is known to be dependent on several factors such as the genetic pedigree of the cultivar, trait stability in response to epigenetic triggers, and effect of environmental factors not limited to temperature, drought, and soil fertility (Peterson et al. 1995; Stewart and McDougall 2014). Together, these factors pose a challenge to plant breeders in being able to generate oat varieties that are tailored to produce higher amounts of MLG and/or AX. To be able to breed cereal grains fit for purpose, it is important to understand the molecular mechanism of how nutrients and dietary fiber are assimilated and stored in the endosperm. Currently these processes are not well understood.

Endosperm development is well described in the major domesticated cereals, including wheat (*Triticum aestivum*) (Mares et al. 1975; Wegel et al. 2005), barley (*Hordeum vulgare*) (Wilson et al. 2006), rice (*Oryza sativa*) (Brown et al. 1996a, 1996b; Zhao et al. 2020), and maize (*Zea mays*) (Brown and Lemmon 2007; Sabelli and Larkins 2009). Briefly, endosperm development proceeds through a conserved pathway that starts with double fertilization in the megagametophyte (Olsen et al. 1999). A zygote is formed from the egg cell after its fertilization by 1 of the 2 sperm cells, while the other sperm cell fuses with the 2 polar nuclei, resulting in the formation of a triploid primary endosperm cell. The zygote forms an embryo that is typical of meristematic plants, and the primary endosperm enters a specialized pathway to develop into a nutritive tissue (Brown and Lemmon 2007). Of the 3 known developmental strategies for cellularization, ab initio cellular, helobial, and nuclear, ab initio is characterized by the formation of a cell wall after every endosperm nuclear division. In helobial endosperm development, nuclear division of the primary endosperm is followed by the formation of unequal micropylar and chalazal cells that develop independently (Floyd et al. 2000). The endosperm in grasses develops from a nuclear pattern where the multinucleate coenocytic syncytium formed after several nuclear divisions is devoid of cytokinesis and cell wall development (Mares et al. 1975; Wilson et al. 2006). A succession of anticlinal and periclinal wall formation events completes the process of endosperm cellularization (Palmer et al. 2015), and cellular differentiation leads to the formation of 4 different types of cells namely prismatic starchy endosperm, polygonal starchy endosperm, subaleurone, and aleurone (Mares et al. 1977; Sabelli and Larkins 2009).

However, despite oat being an important cereal crop, endosperm development and its associated molecular machinery, though assumed to be similar to other cereals within the Poaceae, has not been reported. While the nutritional profile of mature grain of a range of oat germplasm has been determined including dietary fiber components such as cellulose, MLG, and AX (Welch and Lloyd 1989; Miller et al. 1993; Westerlund et al. 1993; Miller et al. 1995; Peterson 1998; Kaur et al. 2019), critical information regarding the spatiotemporal accumulation of these dietary fiber components in oat endosperm cell walls is unexplored. In this study, we describe oat endosperm development as well as the timing and deposition pattern of cell wall components in 2 Canadian varieties with varying MLG abundance. The long-term goal of the work is to uncover the molecular events and machinery that lead to dietary fiber differences between the 2 varieties.

## Results

### Oat grain characterization

We investigated 2 commercially available Canadian spring varieties of oat, CDC Morrison, and AC Morgan. These lines were chosen for comparison as they differ in a number of agronomic traits and grain quality parameters. Data collected from 16 field sites in Canada and the United States over a 3-year period show that CDC Morrison grain contains more MLG than AC Morgan (Kibite and Menzies 2001) (Supplemental Table S1). However, AC Morgan has superior 1,000 kernel weight and generally displays higher yield than CDC Morrison.

Mature grain of AC Morgan and CDC Morrison were obtained from a 2020 oat variety trial conducted in Nipawin, Saskatchewan, Canada. Several biochemical assays were conducted to assess their macronutrient composition to verify the field data (see Supplemental Table S1). CDC Morrison grain was confirmed to contain a higher quantity of MLG (5.6% vs 3.5% AC Morgan), total dietary fiber (13.8% vs 12.6% AC Morgan), and protein (10.1% vs 8.6% AC Morgan), whereas AC Morgan grain showed higher starch levels (62.7% vs 57.6% CDC Morrison), contributing to its greater plumpness and kernel weight (Table 1).

**Table 1.** Nutrient composition (percentage by weight) of mature grain of Canadian oat spring varieties CDC Morrison and AC Morgan. Data are derived from this study using grain harvested in 2020 from a PepsiCo field site in Nipawin, Saskatchewan, Canada. Values are data averages ± Sd. See Supplemental Materials and Methods for details of each analysis

Grain component	CDC Morrison	AC Morgan
Starch content (%)	58.85 ± 0.82	61.75 ± 1.16
Total dietary fiber (%)	13.79 ± 0.85	12.62 ± 0.34
Protein (%)	10.05 ± 0.01	8.59 ± 0.04
MLG content (%)^a^	5.64 ± 0.09	3.51 ± 0.06
DP3/DP4 ratio^b^	1.82 ± 0.08	1.92 ± 0.06

^a^MLG assay (Megazyme) using groat flour.

^b^HPAEC-PAD analysis.

Monosaccharide linkage analysis of the “popped” endosperm (Gartaula et al. 2017) was used to deduce their cell wall polysaccharide composition (see Supplemental information). MLG was the most abundant wall polysaccharide with heteroxylan (HX) being the next most abundant (Table 2, Supplemental Tables S2 and S3). CDC Morrison endosperm walls were estimated to contain ∼2.5% to 3% more MLG than AC Morgan, similar to the difference determined by the standard Megazyme MLG assay (Table 1). Small amounts (<5%) of other wall polymers were detected including glucomannan, pectin, arabinogalactan-proteins (AGPs), cellulose, and callose; the latter 2 were verified by enzymatic digestion assays but did not vary substantially between the 2 oat varieties.

**Table 2.** Calculated polysaccharide composition of “popped” endosperm cell walls of mature CDC Morrison and AC Morgan grain. Calculations are based on the method outlined in Pettolino et al. (2012)

Polysaccharide		CDC Morrison	AC Morgan
		(mol %)	
(1,3;1,4)-β-Glucan^a^		71.37	68.14
(Glucurono)arabinoxylan		13.45	12.73
Cellulose		4.12	4.76
Xyloglucan		0.17	0.44
Glucomannan		1.99	2.17
Callose		1.75	2.28
AGPs	Type II AG	2.04	2.75
Pectin	Arabinan	0.61	0.79
	Type I AG	0.58	0.15
Other		3.93	5.79

^a^MLG assay (Megazyme): CDC Morrison, 77.01%; AC Morgan, 73.53%.

### Oat endosperm development

Grain development was followed in both CDC Morrison and AC Morgan (see Supplemental Fig. S1, A and B, for whole cross-sections of mature grain) from panicle emergence (day of heading, designated as 0 d) to maturity. We chose to monitor grain development from this stage rather than anthesis as it is easier and more accurate to identify since oat anthers aren’t always visible outside the floret at flowering. Both cultivars were observed to follow a near identical series of cellular events divided into 4 phases of development described below with very similar timing (Supplemental Fig. S2) despite the slightly earlier heading date of CDC Morrison (Supplemental Table S1). For this reason, we show microscopy data predominately from CDC Morrison grains except when differences between the 2 cultivars are highlighted.

### Syncytial

Evidence of the central cell was first observed at around 7 days postemergence (DPE) when a small region of vacuole and a multicellular embryo was detected in transverse sections (Fig. 1A). Over the next 2 d, this vacuole expanded and at ∼9 DPE numerous nuclei were seen lining the perimeter of the central cell within a continuous, thin layer of cytoplasm (Fig. 1B, arrows). Before any walls are laid down, the oval-shaped central cell widens to form the early distal lobes that are connected by a narrower region of vacuole termed the central endosperm (Fig. 1C). The ventral side of the central endosperm lies adjacent to the maternal vasculature, and this region is referred to as the grain crease (Supplemental Fig. S1, A and B). The syncytial cytoplasm on the ventral side of the crease is much denser than in other regions of the developing syncytium, and the cells formed in this region will become specialized transfer cells tasked with providing nutrition to the growing grain. The outward appearance of the grain changed in the first few days after panicle emergence by first widening, coinciding with vacuole expansion, and then elongating before the endosperm moves into the next phase of development.

**Figure 1.**
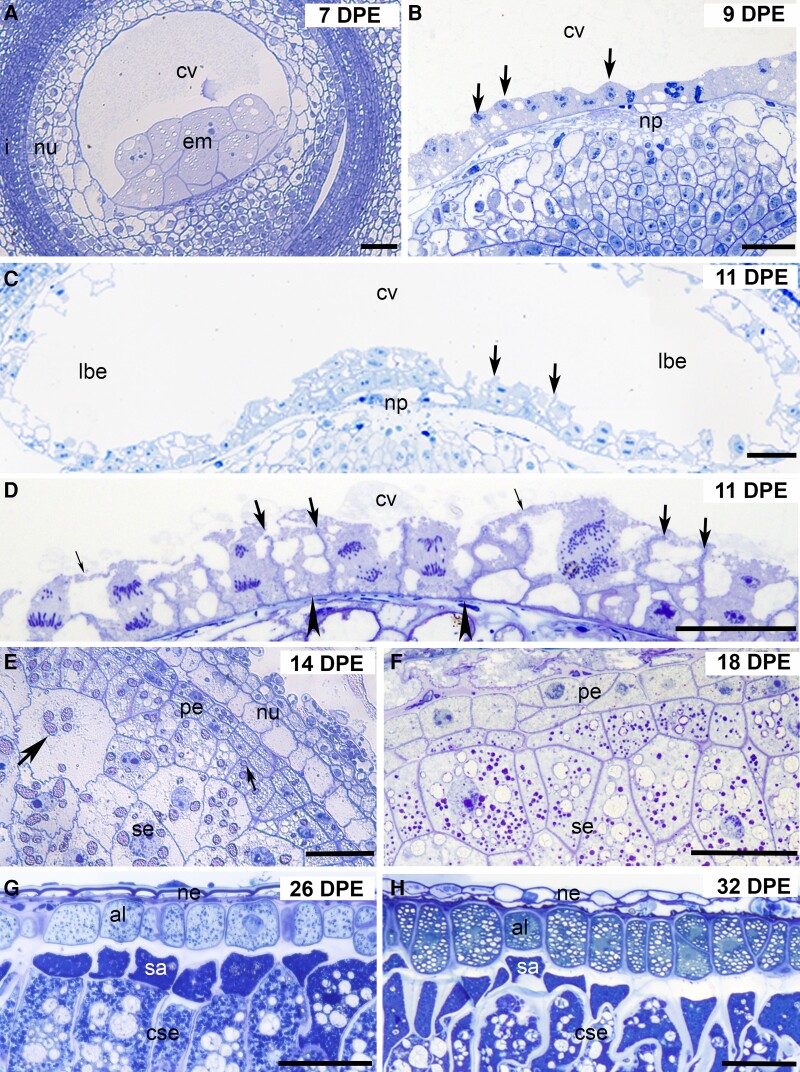
Light micrographs of oat grain sections stained with Toluidine Blue from 7 to 32 DPE. **A)** Syncytial stage of endosperm development at 7 DPE showing a large vacuolated central cell and multicellular embryo surrounded by the nucellus and integuments. **B)** A higher magnification image of the syncytial endosperm at 9 DPE showing nuclei (arrows) embedded within a thick layer of cytoplasm adjacent to the grain crease. **C)** At 11 DPE, cellularization has begun but only after the central cell has expanded to form the early distal lobes. The image shows the early walls (arrows) extending from the central cell wall. **D)** A high-magnification image of early cellularization showing actively dividing nuclei partitioned by anticlinal walls (large arrows) extending from the central cell wall (arrowhead) with an overlying layer of residual cytoplasm (small arrows). **E)** At 14 DPE, the endosperm is fully cellularized, but the walls are thin and wavy as large starch granules (large arrow) begin accumulating in the grain. Cells from the peripheral endosperm are smaller with fewer and smaller starch grains (small arrow). **F)** At 18 DPE, the peripheral endosperm consists of 2 to 3 small layers of rectangular cells with prominent nuclei and no starch granules. To the inside are larger cells packed with starch. **G)** At 26 DPE, the aleurone is 1 cell layer thick and consists of large rectangular cells devoid of starch each with a prominent nucleus. To the inside are the small, intensely stained subaleurone cells and large endosperm cells packed with starch. **H)** By 32 DPE, the aleurone cells have increased in size and the walls between neighboring aleurone cells have thickened. al, aleurone; cse, central starchy endosperm; cv, central vacuole; em, embryo; i, integuments; lbe, lobe; np, nucellar projection; nu, nucellus; se, starchy endosperm; pe, peripheral endosperm. Scale bars = 50 *μ*m.

### Cellularization

At ∼11 DPE, the first-formed anticlinal walls are laid down and extend from the central cell wall to form partitions between nonsister nuclei termed alveoli: tube-like cell walls encasing individual nuclei with an open end facing the central vacuole (Fig. 1, C, arrows, and D, large arrows). The nuclei in turn divide almost synchronously, and periclinal walls are deposited between the sister nuclei, resulting in the first layer of “cellularized” endosperm and a new layer of alveoli with an overlying layer of residual syncytial cytoplasm (Fig. 1D, small arrows). This process occurs ∼5 to 6 times until the endosperm is fully cellularized. The progression from the syncytium to a fully cellularized endosperm in oats occurs quite rapidly because we rarely encountered grains part-way through cellularization despite sectioning hundreds of grains that were of the appropriate age and appearance for the cellularization phase. Nevertheless, we detected that the central endosperm, which is the narrowest region of the grain, is completely cellularized well ahead of the lobes and that the peripheral endosperm cells enter the differentiation phase before cellularization is complete at ∼13 DPE.

### Differentiation

We selected 3 timepoints, 14, 18, and 26 DPE, to follow the differentiation phase in oat endosperm. This phase is marked by the development of 5 specialized cells/tissues including the aleurone and transfer layer and the 3 types of starchy endosperm cells, polygonal, prismatic, and subaleurone. At 14 DPE, the early, thin cell walls of the “cellularized” endosperm very rapidly thicken and straighten as cell wall polysaccharides are deposited. Large starch granules can be seen in the cells located in the middle of the endosperm, while the smaller cells in the 3 to 4 layers positioned at the periphery accommodate fewer starch granules. These peripheral cells contain dense cytoplasm and numerous small vacuoles (Fig. 1E).

By 18 DPE, 2 distinct lobes have formed, connected by a narrower region of central endosperm. By this stage, the maternal layers including the integuments have mostly disintegrated but areas of crushed nucellar tissue still adhere to the outward-facing periclinal cell walls of the differentiating peripheral endosperm. The 2 to 3 cell layers in this region are small, ordered, and rectangular with visible cytoplasm but no starch granules. To the inside of the peripheral endosperm are large, irregularly shaped and undifferentiated starchy endosperm cells packed with amyloplasts (Fig. 1F).

At 26 DPE, the differentiation phase is complete. The aleurone is 1 cell layer thick, and the cells are rectangular in shape, often with prominent nuclei and filled with protein bodies or “aleurone grains” (Fig. 1G). The walls of the aleurone are thicker than elsewhere in the grain, particularly the inner periclinal walls that face toward the starchy endosperm. By 26 DPE, the starchy endosperm has differentiated into 3 cell types: subaleurone, prismatic, and polygonal. The subaleurone is the single layer of cells immediately adjacent to the aleurone, arising from a periclinal division of the outer endosperm cell layer late in the differentiation phase. These are the smallest cells of the starchy endosperm and are characterized by an irregular shape and thick cell walls disproportionately thicker on the side that face the aleurone layer (Fig. 1G). The prismatic starchy endosperm cells are evident by 26 DPE and are located in the central region of the grain adjoining the 2 lobes. These prismatic cells (Supplemental Fig. S1C) have a narrow, elongated shape in contrast to the polygonal-shaped cells that occupy the lobes (Supplemental Fig. S1D).

### Maturation

The final phase of endosperm development is defined by further starch (and protein) accumulation, programmed cell death, and desiccation. By the end of the maturation phase, the only tissues that remain living are the aleurone, transfer cell layer, and maternal vasculature. At 32 DPE, the walls of the aleurone cells have thickened further as have the walls of the subaleurone, most prominently those at the aleurone/subaleurone interface (Fig. 1H). Each rectangular peripheral aleurone cell has a prominent nucleus surrounded by numerous protein bodies that were intensely stained with Toluidine Blue. The subaleurone cells are irregular in shape and contain protein bodies and small starch granules. The prismatic cells in the central starch endosperm have lengthened and continue to accumulate starch as do the irregular polygonal cells located within the lobes (Supplemental Fig. S1, A to D).

### Comparison of AC Morgan and CDC Morrison grain structure

Previously, Miller and Fulcher (1994) showed that differences in MLG content were reflected in the size and wall thickness of endosperm cells. A high MLG-containing oat cultivar, Marion (6.4% *w*/*w*), had smaller cells with slightly thicker walls than the lower MLG cultivar, OA516-2 (4.0% *w*/*w*). To determine if a similar trend was observed in CDC Morrison and AC Morgan, 3 grains from panicles of different plants of each variety were randomly selected at 14 and 26 DPE and sectioned. Two to 3 images capturing the entire grain were taken, and the areas of endosperm cells were analyzed. A nonparametric Mann–Whitney *U* test determined that on average, starchy endosperm cells in AC Morgan are significantly bigger than CDC Morrison at both timepoints (*P* < 0.001) (Fig. 2, A to E, Supplemental Data Set 1). That the size difference was evident as early as 14 DPE shortly after cellularization is complete supports the notion that the processes controlling cell size are established early in endosperm development. In addition, at 26 DPE, the aleurone cells of AC Morgan are significantly larger than those in CDC Morrison (Fig. 2F) (*P* < 0.001), indicating differences are maintained through the differentiation phase. We did not perform a statistical analysis on wall thickness in the 2 cultivars, but CDC Morrison grains have noticeably thicker cell walls than AC Morgan which is particularly evident at the aleurone/subaleurone interface in 26 and 32 DPE grains (Fig. 2, G and H, arrowheads). In summary, our data are consistent with the earlier findings of Miller and Fulcher (1994) and suggest that this association of reduced cell size with increased MLG content may be commonly observed among oat varieties.

**Figure 2.**
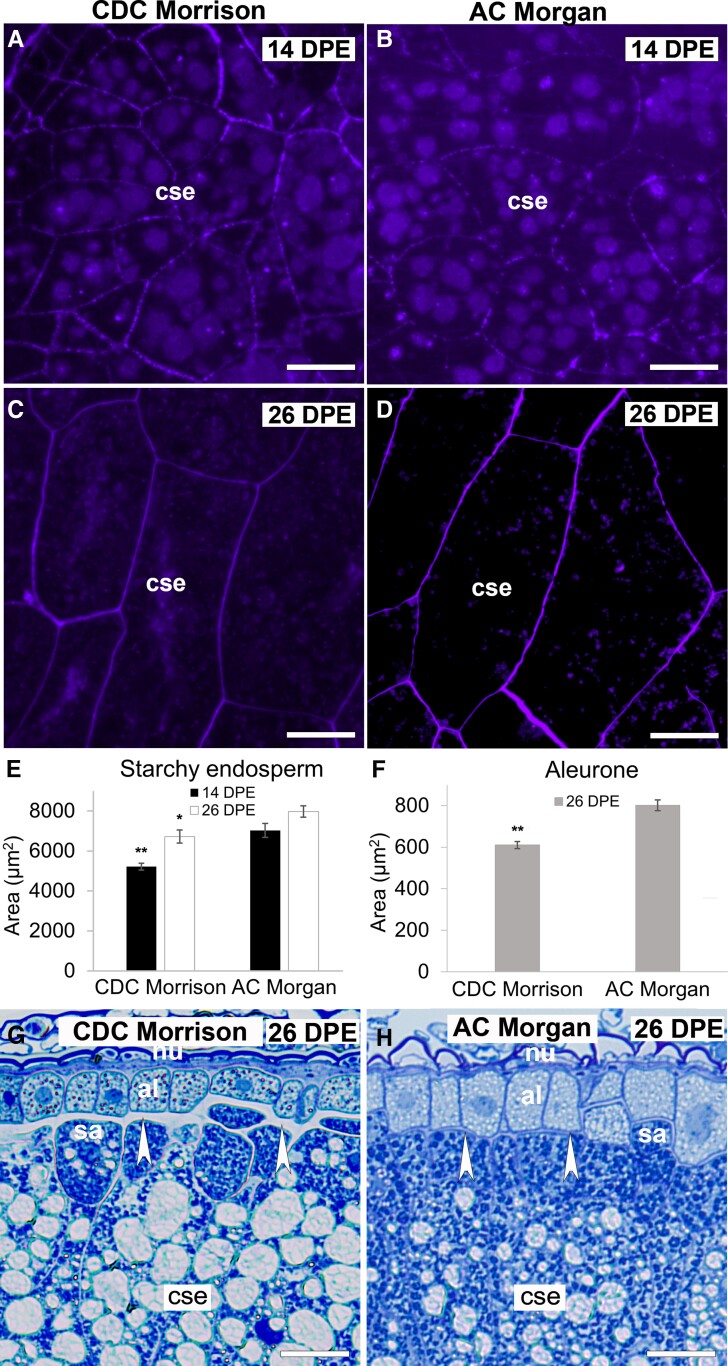
Comparison of endosperm and aleurone cell size in CDC Morrison and AC Morgan grains at 14 and 26 DPE. Cross-sections of starchy endosperm cells of AC Morgan grain at 14 DPE **A)** and 26 DPE **C)** stained with Calcofluor White. CDC Morrison cells of the same age shown in **B)** and **D)**, respectively. Average cell area ± Se of starchy endosperm (14 DPE, *n* = 60 per cultivar; 26 DPE, *n* = 90 per cultivar) **E**) and aleurone (26 DPE; *n* = 90 per cultivar) **F**) cells. Asterisks = *P* < 0.001 (Mann–Whitney *U* test). **G)** and **H)** The difference in thickness of the periclinal wall at the aleurone/subaleurone interface in CDC Morrison **G)** and AC Morgan **H)** grain at 26 DPE is indicated by arrowheads. al, aleurone; cse, central starchy endosperm; nu, nucellus; sa, subaleurone. Scale bar = 50 *μ*m (**A** to **D**), 20 *μ*m (**G** and **H**).

### Cell wall polysaccharide deposition during oat endosperm development

To follow the deposition of polysaccharides and the changes that occur to cell wall composition across endosperm development (0 to 32 DPE), we applied a range of commercially available polysaccharide antibodies and probes to sectioned grains (summarized in Supplemental Table S4). We have observed the deposition of several polysaccharides at selected timepoints using silver enhanced light microscopy (SELM). Here, an enhancement solution is applied to the antibody-labeled sections which causes silver to deposit at the site of the bound gold particles attached to the secondary antibody. The silver deposits provide the contrast for visualizing the site of primary antibody binding which then infers the location and relative abundance of polysaccharide deposition across the endosperm tissue. On occasions when using SELM alone could not provide the resolution needed for accurate comparisons, we sought further clarification and supporting evidence from immunofluorescence and immuno-transmission electron microscopy (TEM).

The following is a detailed description of the spatiotemporal polysaccharide deposition in oat grain, in order of appearance. As for endosperm development, spatiotemporal observations were made in both oat cultivars and images of CDC Morrison shown unless otherwise stated.

### Callose

(1,3)-β-D-Glucan (callose) is the first polysaccharide to be deposited in the cellularizing oat grain. The first-formed anticlinal walls are evenly and consistently labeled with the anticallose antibody (Fig. 3, A and B, arrows, and C) including the central cell wall (Fig. 3B, arrowheads) from which these early walls emerge. This pattern persists throughout the cellularization phase, and callose is present along the entire lengths of all the early walls that compartmentalize the syncytium into the multicellular endosperm. Soon after cellularization, the pattern of callose deposition changes from a uniform distribution to a punctate pattern reminiscent of the labeling seen in the surrounding maternal tissues that serve as a convenient positive control (Fig. 3D). Closer examination with TEM confirms that callose from about 14 DPE becomes restricted to electron-dense regions surrounding plasmodesmata, plasmodesmatal collars (Fig. 3E), as is observed in vegetative cells. During the later stages of endosperm differentiation, it became increasingly difficult to determine the pattern of callose deposition using SELM alone because of the high number of plasmodesmata in the cell walls of the starchy endosperm and aleurone as the grain ages. However, immuno-TEM clearly shows that from 14 DPE onwards, callose is restricted to only those regions of cell wall containing plasmodesmata (Fig. 3, G and H, arrowheads) except for some intense deposits of callose in the cell walls at the subaleurone/aleurone interface at 26 DPE (Fig. 3F, arrowheads). Callose labeling appears only as punctate deposits in the maternal tissues which correspond to the polysaccharide's restricted location to plasmodesmatal collars in mature cell walls and confirmed by our TEM observations of the pericarp (Supplemental Fig. S3, A and B).

**Figure 3.**
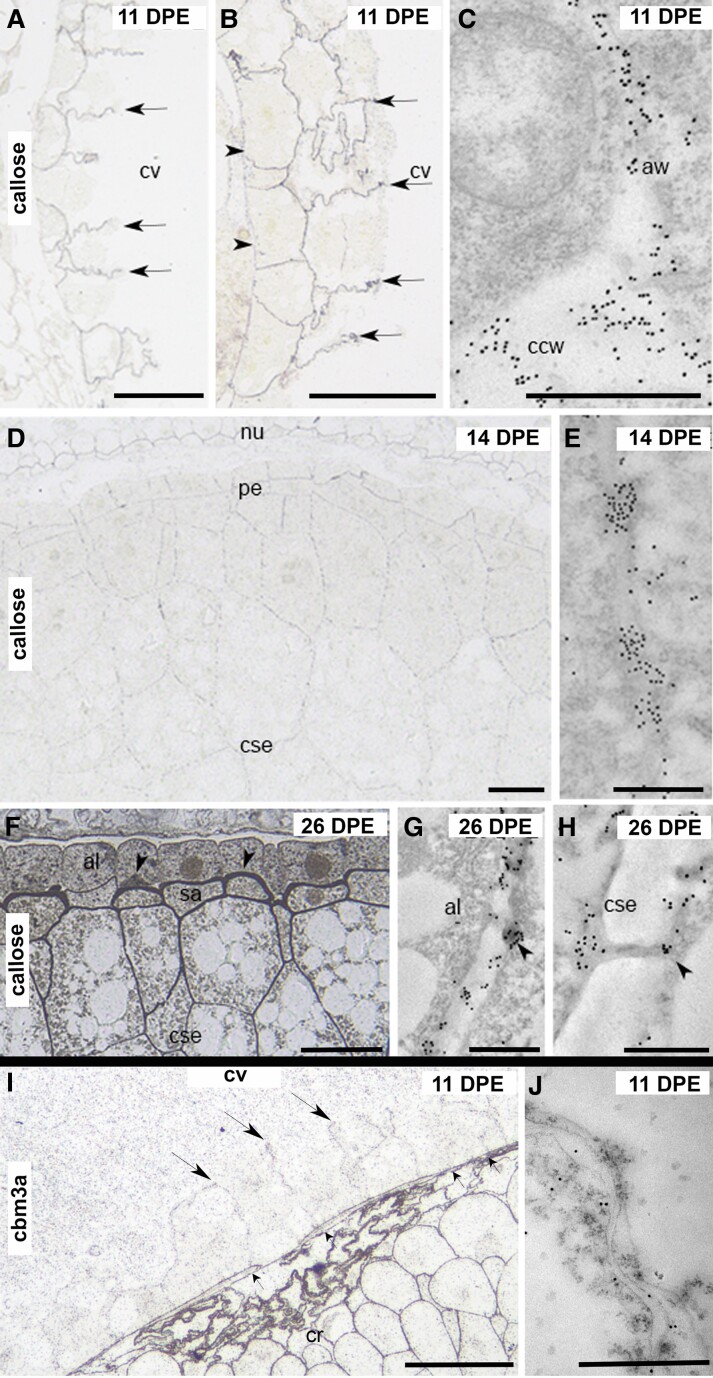
Silver-enhanced light microscopy (SELM) and transmission electron microscopy (TEM) images of (1→3)-β-D-glucan antibody labeling of cell walls during oat endosperm development from 11 to 26 DPE and CBM3a labeling at 11 DPE. **A)** At 11 DPE, callose is present along the early anticlinal cell walls (arrows). **B)** Callose is deposited evenly along the central cell wall (arrowheads) and the early endosperm walls (arrows). **C)** TEM confirms the presence of callose along the central cell wall and the early anticlinal walls. **D)** Once cellularization is complete at 14 DPE, SELM shows that callose deposition has changed from even and continuous to a punctate labeling pattern. **E)** TEM confirms that callose is restricted to regions of plasmodesmata once cellularization is complete. **F)** At 26 DPE, callose labeling is particularly intense at the aleurone/subaleurone interface (arrowheads). **G)** and **H)** At 26 DPE, TEM confirms that callose in the aleurone **G)** and starchy endosperm **H)** is restricted to plasmodesmata (arrowheads). **I)** CBM3a strongly labels the maternal tissues and central cell wall (small arrows) but only lightly labels the early anticlinal walls (large arrows). **J)** TEM confirms that CBM3a labels the early endosperm walls. al, aleurone; aw, anticlinal wall; ccw, central cell wall; cr, crease; cse, central starchy endosperm; cv, central vacuole; nu, nucellus; pe, peripheral endosperm; sa, subaleurone. Scale bar = 100 *μ*m (**A**, **B**, **D**, **F**, and **I**), 1 *μ*m (**C**, **E**, **G**, **H**, and **J**).

To confirm the labeling patterns described above and to ensure the specificity of the callose antibody, we either preincubated the antibody with 1 mg/mL laminarin ((1,3)-β-D-glucan) prior to application to sections or incubated sections with an endo-(1,3)-β-glucanase. No callose labeling was present in sections pretreated in either manner (Supplemental Figs. S4, A and B, and S5, A and B).

### Cellulose

Detecting cellulose in developing cereal grains is challenging because the probes designed for labeling cellulose also bind to other polysaccharides, such as xyloglucan (XG) and MLG that also contain stretches of the (1,4)-β-D-oligoglucosides recognized by these probes (Wilson et al. 2006; Anderson et al. 2009; Hernandez-Gomez et al. 2015). Given this complexity that could lead to erroneous interpretations, we focused on the very early stages of endosperm development to see if cellulose was present along with callose in the central cell wall and first anticlinal cell walls. The Direct Red 23 dye is known to stain cellulose fibrils with high specificity (Anderson et al. 2009; Liesche et al. 2013), but it did not detect cellulose in early endosperm cell walls.

Next, we applied the XG-specific LM15 antibody (Marcus et al. 2008) to 11 DPE grain sections and discovered no XG labeling in the early endosperm walls. Given this result and knowing that MLG is deposited later in development (see below), we concluded that any labeling with the CBM3a probe at this time was likely cellulose. Labeling with CBM3a was seen along the central cell wall and along the early anticlinal cell walls during cellularization (Fig. 3I, arrows) and confirmed by TEM observations (Fig. 3J). The maternal tissues served as a reliable positive control, and heavy labeling was detected with SELM and TEM, likely due to the abundant levels of MLG in the pericarp (Supplemental Fig. S3, C and D).

### Heteromannan

Heteromannan (HM) was first deposited in the endosperm during the cellularization phase at ∼12 DPE (Fig. 4). It was absent from the initial “free-growing” anticlinal walls at 11 DPE and appeared after the first periclinal wall was deposited between daughter nuclei. At the time of deposition, HM was distributed evenly along the central cell wall (Fig. 4A, small arrows) and throughout the early endosperm walls (Fig. 4A, large arrows). At 14 DPE, stronger but very consistent levels of labeling were observed throughout the peripheral and central starchy endosperm (Fig. 4B) and this pattern of labeling persisted through to maturation. At 26 DPE, labeling of equal intensities was observed in the walls of the aleurone, subaleurone, prismatic, and polygonal starchy endosperm cells (Fig. 4C).

**Figure 4.**
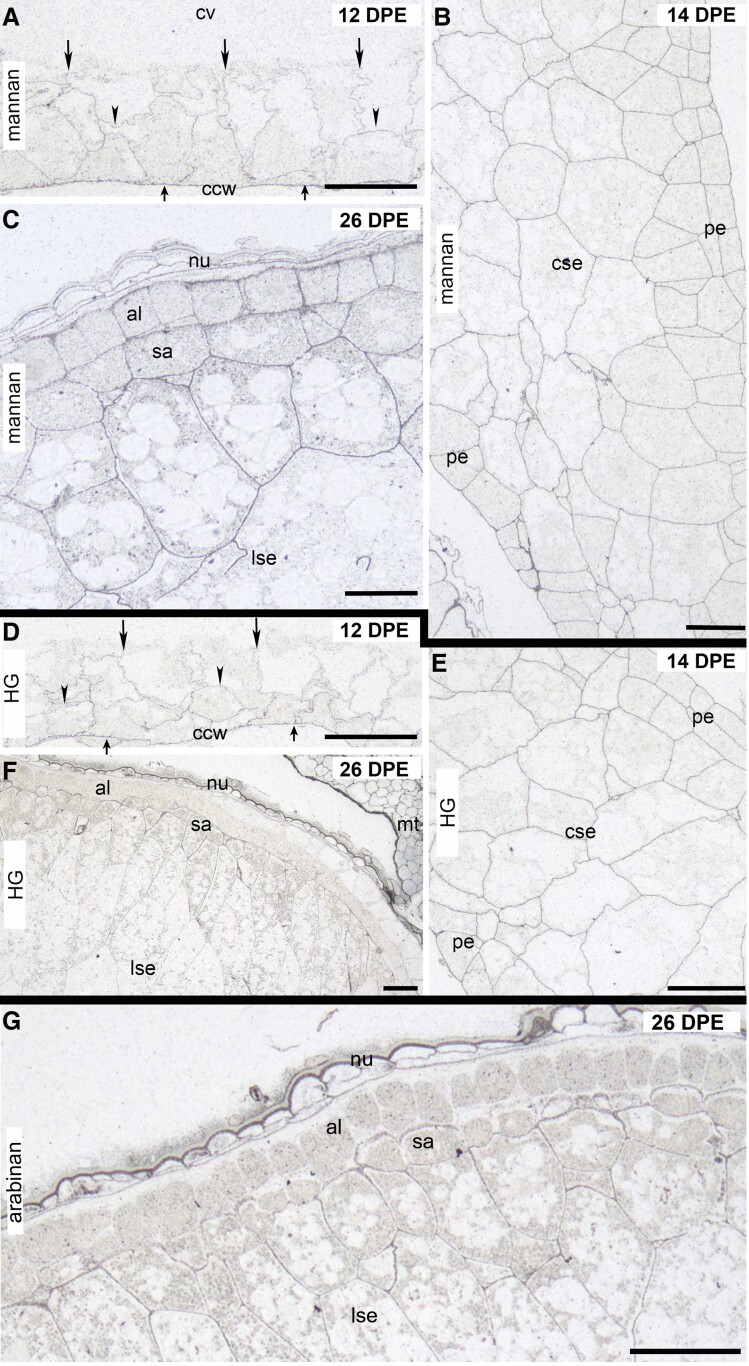
Silver-enhanced light microscopy (SELM) images of HM, HG and arabinan antibody labeling of cell walls during oat endosperm development from 12 to 26 DPE. **A)** HM is present along the central cell wall (small arrows), anticlinal (large arrows), and periclinal (arrowheads) endosperm walls at 12 DPE. **B)** At 14 DPE, HM labeling is strong and very evenly distributed across the peripheral and central endosperm cell walls. **C)** At 26 DPE, HM continues to be distributed throughout the endosperm in very even intensities. **D)** At 12 DPE, JIM7 labels the central cell wall (small arrows), anticlinal (large arrows), and periclinal (arrowheads) endosperm walls (large arrows). **E)** At 14 DPE, JIM7 labels the peripheral and central endosperm walls evenly. **F)** At 26 DPE, JIM7 labels the starchy endosperm and subaleurone cell walls evenly, but the aleurone is unlabeled. The maternal tissues are more intensely labeled than the endosperm cell walls. **G)** At 26 DPE, arabinan can be detected at low but even levels across the starchy endosperm, but labeling is absent from the walls of the aleurone. The remnant nucellar tissue adheres to the aleurone layer and its walls are strongly labeled. al, aleurone; ccw, central cell wall; cse, central starchy endosperm; cv, central vacuole; lse, starchy endosperm cells in lobes; nu, nucellus; pe, peripheral endosperm; sa, subaleurone. Scale bars = 50 *μ*m.

### Pectin

Monosaccharide linkage analysis suggested that small amounts of pectin may be present in developing oat grain (Table 2, Supplemental Tables S2 and S3). We attempted labeling with both the LM5 and LM6 antibodies which detect the neutral pectins (1,4)-β-D-galactan (Jones et al. 1997) and (1,5)-α-L-arabinan, respectively (Willats et al. 1998). Weak labeling was only observed with LM6 (Fig. 4G). Despite no homogalacturonan (HG) being detected chemically in mature oat endosperm walls, we tested the JIM7 antibody that recognizes methylesterified HG (Clausen et al. 2003) in an attempt to better visualize the location of pectic polysaccharides in oat grain cell walls. At 12 DPE, JIM7 evenly labeled the early walls of the cellularizing grain but, like HM, HG was not present in the first-formed anticlinal cell walls; rather, it was deposited after the first periclinal division. The JIM7 antibody–labeled along the central cell wall (Fig. 4D, small arrows) and throughout the early endosperm cell walls (Fig. 4D, large arrows) in equal intensities. Between 14 and 26 DPE, HG is present uniformly throughout the peripheral and central starchy endosperm (Fig. 4, E and F). However, at 32 DPE, there was almost no labeling in the aleurone layer and very uniform light labeling across all other regions of the endosperm. The most intense labeling was seen in the maternal tissues and at no point did the labeling in the endosperm reach the intensities observed in the surrounding integuments and pericarp (Fig. 4F). The LM19 antibody, which recognizes partially methylesterified/unesterified HG (Verhertbruggen et al. 2009), was also applied to sections of oat grain across development, but the polysaccharide was only detected in the surrounding maternal tissues including the remnants of the nucellus.

### HX

We applied several of the commercially available HX antibodies to endosperm sections, including LM28 which detects GlcA-substituted xylan (Cornuault et al. 2015), but had most success with the LM11 antibody aligning this study with our other published reports of HX deposition during barley endosperm development (Wilson et al. 2006, 2012). However, our first attempts to locate (G)AX were unsuccessful; labeling was absent during cellularization and the early differentiation phases. (G)AX labeling was first seen in the aleurone cell walls of 26 DPE grain in addition to small areas of the surrounding maternal tissue but was absent in the starchy endosperm cells located in the central and lobe regions (Fig. 5A, Supplemental Fig. S3, E and F).

**Figure 5.**
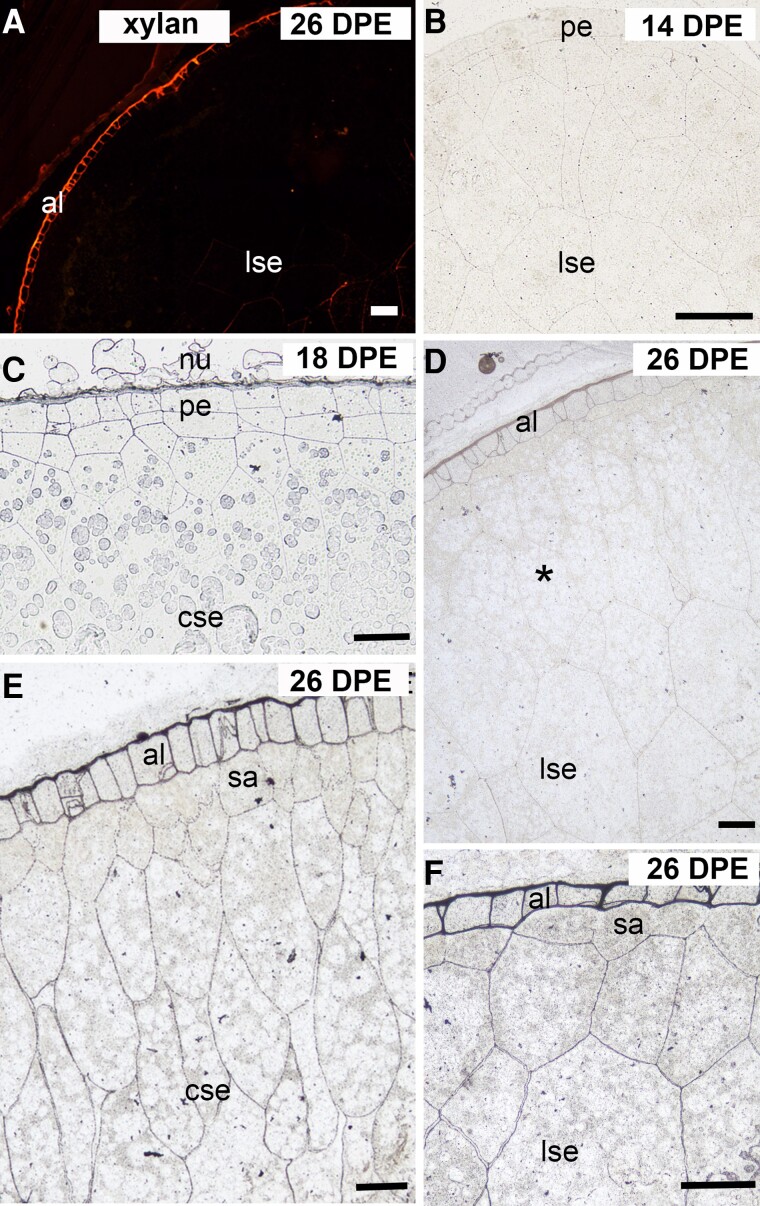
Immunofluorescence and silver-enhanced light microscopy (SELM) of HX antibody labeling of cell walls from 14 to 26 DPE. **A)** At 26 DPE when LM11 is applied alone, only the aleurone layer is labeled, while all other regions of the endosperm are unlabeled. **B)** Pretreating 14 DPE sections with arabinofuranosidase before LM11 reveals low level and even labeling across the peripheral and central endosperm. **C)** At 18 DPE, and only after pretreating sections with arabinofuranosidase, LM11 labels the 2 to 3 cell layers of peripheral endosperm, but no labeling is observed elsewhere in the endosperm. **D)** At 26 DPE and after pretreatment with arabinofuranosidase, labeling in the aleurone is intensified and the starchy endosperm cells located in the lobes previously void of labeling are now labeled. However, the 3 to 4 cell layers beneath aleurone including the subaleurone are still unlabeled. **E)** At 26 DPE and after pretreating sections with NaOH, LM11 antibody labels all areas of the central endosperm including the 3 to 4 cell layers beneath the aleurone. **F)** At 26 DPE, NaOH pretreatment enhances LM11 labeling in all endosperm cells located in the lobes. al, aleurone; cse, central starchy endosperm; cse, central starchy endosperm; lse, starchy endosperm in lobes; nu, nucellus; sa, subaleurone; pe, peripheral endosperm. Scale bars = 50 *μ*m.

Given that (G)AX is the second most abundant polysaccharide in oat endosperm walls (Table 2, Supplemental Tables S3 and S4) and that (G)AX is deposited during the cellularization phase in both wheat and barley (Philippe et al. 2006; Wilson et al. 2012), it seemed unlikely that it would first appear in aleurone cells late in development. Labeling was also weak in maternal tissues; hence, we suspected that HX was present but the backbone epitopes detectable by LM11 (McCartney et al. 2005) were in some way inaccessible. In barley, (G)AX is deposited early in grain development but in a highly substituted (arabinosylated [AX]) form that restricts LM11 binding (Wilson et al. 2012). To determine if, like barley, a highly substituted form of HX is deposited in oat endosperm earlier than 26 DPE, sections were pretreated with α-L-arabinofuranosidase to remove arabinose substituents. HX was absent during cellularization, but soon after, at 14 DPE, we observed very light but even and uniform labeling pattern across all regions of the endosperm (Fig. 5B).

At 18 DPE and only after pretreatment with arabinofuranosidase, LM11 labeled the 2 to 4 cell layers at the periphery of the endosperm but there was very little labeling elsewhere in the endosperm (Fig. 5C). At 26 DPE, HX labeling in the aleurone layer was intensified in sections that had been pretreated with arabinofuranosidase and light labeling was present in the walls of the polygonal cells located within the lobes (Fig. 5D). However, there were several cell layers between the aleurone and the labeled polygonal cells that were either devoid of labeling or had very low levels of labeling (asterisk). A similar labeling pattern was observed in barley when the LM11 antibody was applied without pretreatment (Wilson et al. 2012). This then led us to pretreat sections with NaOH to determine if the HX in these walls was acetylated thus blocking LM11 binding. After pretreating oat grain sections with NaOH, we observed very strong labeling in the walls of the cell layers immediately below the aleurone previously devoid of labeling and an increased intensity of labeling across the entire endosperm (Fig. 5, E and F). Control sections were either labeled with LM11 preincubated with wheat AX or pretreated with xylanase. No labeling was present with either pretreatment even after either arabinofuranosidase or NaOH incubations (Supplemental Figs. S4, C and D, and S5, C and D).

### MLG

Surprisingly, MLG, the most abundant wall polysaccharide of the mature endosperm, is the last polysaccharide to be deposited in the developing oat grain. It was only first detected at 18 DPE, mid-way through the differentiation phase, later than in other cereal grains such as wheat (Philippe et al. 2006), barley (Wilson et al. 2006), and rice (Brown et al. 1997; Palmer et al. 2015). Grains collected at 18 DPE were at various stages of MLG deposition with some having no detectable MLG and others with labeling restricted to the lobes (Fig. 6A). The maternal tissues served as a reliable internal positive control confirming our observations that MLG was absent from earlier stages (Supplemental Fig. S4E). During the cellularization and early differentiation phases, the pericarp and integuments were heavily labeled, while the endosperm cell walls and surrounding nucellus remained unlabeled (Supplemental Fig. S3, G and H).

**Figure 6.**
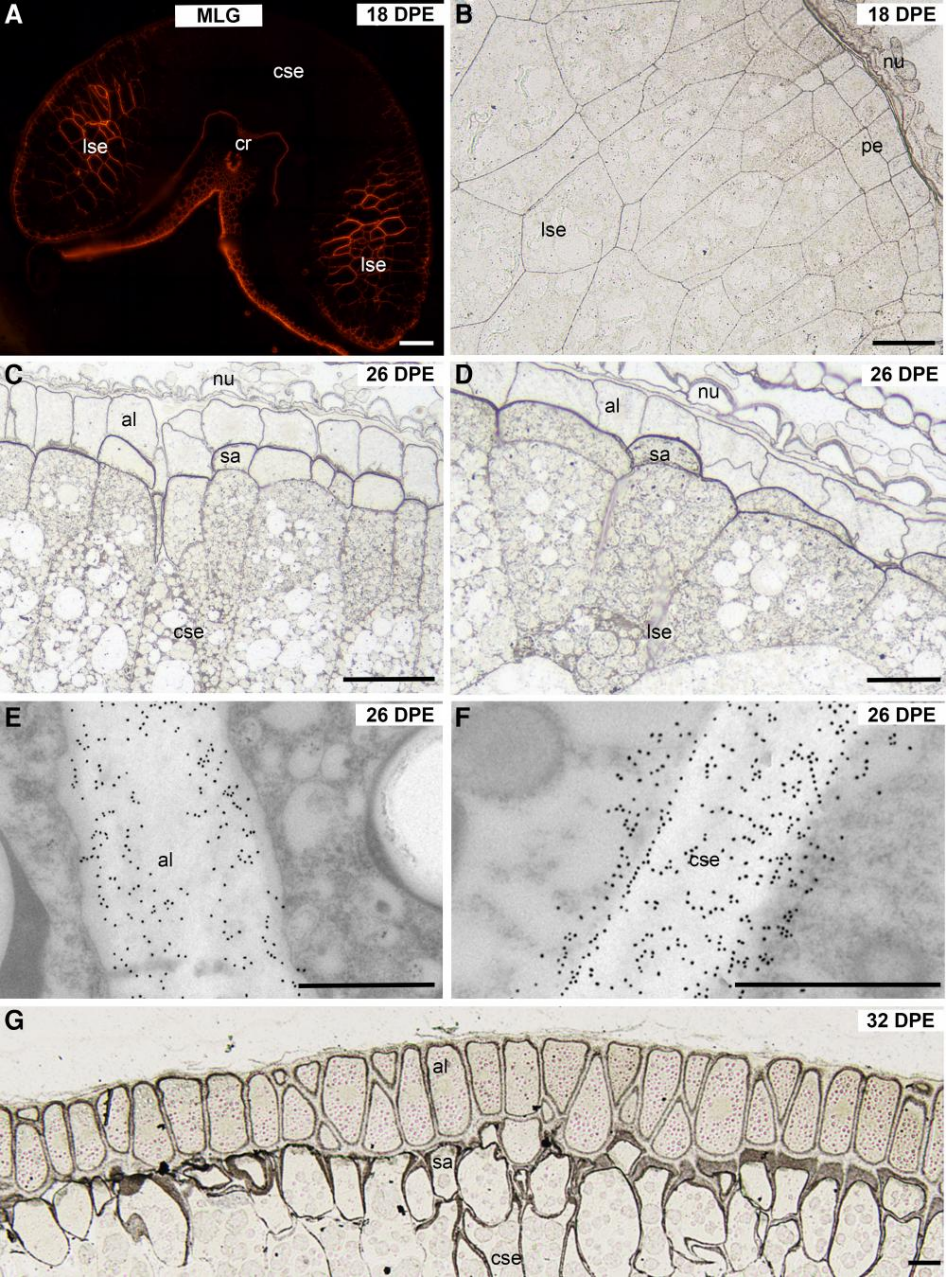
Immunofluorescence, silver-enhanced light microscopy (SELM), and transmission electron microscopy (TEM) images of MLG antibody labeling of cell walls during oat endosperm development from 18 to 32 DPE. **A)** At 18 DPE, MLG is present in the lobes but is absent from the central starchy endosperm walls. **B)** At 18 DPE, the walls of the peripheral endosperm and the starchy endosperm cells located in the lobes are evenly labeled. **C)** At 26 DPE, the central endosperm is now labeled, but the strongest labeling is present in the subaleurone periclinal wall that faces the aleurone. **D)** At 26 DPE, all endosperm walls located in the lobes are well labeled, but the strongest labeling is present at the subaleurone/aleurone interface. **E)** and **F)**. TEM images show that the aleurone **E)** is well labeled, but immunogold labeling is stronger in the starchy endosperm cell walls **F)**. **G)** At 32 DPE, MLG labeling is present in all endosperm walls, but the levels of labeling are highest at the aleurone/subaleurone interface. CDC Morrison grain shown in all images. al, aleurone; cse, central starchy endosperm; pe, peripheral endosperm; al, aleurone; nu, nucellus; sa, subaleurone; lse, starchy endosperm in lobes; cse, central starchy endosperm; cr, crease. Scale bar = 50 *μ*m (**A**, **B**, **C**, **D**, and **G**), 1 *μ*m (**E** and **F**).

Initially, labeling was restricted to the differentiating peripheral endosperm and the starchy endosperm cell walls contained within the lobes (Fig. 6, A and B). The central region of grain tissue that connects the 2 lobes was devoid of labeling (Fig. 6A). At 26 DPE, MLG is distributed across the entire endosperm, but the strongest labeling was seen in the walls of the subaleurone, particularly those walls facing the aleurone (Fig. 6, C and D). Our immuno-TEM observations show that MLG deposition in the aleurone layer is confined to the wall while labeling in the starchy endosperm spills over outside of the wall (compare Fig. 6, E and F). At 32 DPE, all regions of the grain are heavily labeled with the MLG antibody. However, SELM observations clearly show that the most intense deposition occurs at the aleurone/subaleurone interface (Fig. 6G). Control sections that were either labeled with MLG antibody pretreated with barley flour or preincubated with lichenase showed no MLG labeling (Supplemental Figs. S4, E and F, and S5, E and F, respectively).

### Comparison of MLG deposition in CDC Morrison vs AC Morgan

Unexpectedly, altered patterns of MLG deposition were observed when comparing CDC Morrison to AC Morgan. Immunofluorescence labeling of 18 DPE sections showed the starchy endosperm walls in CDC Morrison are labeled uniformly across the lobe regions, while these same cells in AC Morgan had an uneven or “discontinuous” deposition pattern (compare Fig. 7, A and B). Some areas of the wall are well labeled, but these are interspersed by regions of wall with little to no labeling. Upon further investigation with TEM, we focused on those regions of wall, close to the unlabeled central region that were very lightly labeled, to determine if the different labeling patterns could be identified when MLG is first deposited. MLG labeling was seen as uniform in CDC Morrison with an even distribution of colloidal gold deposited along the wall, while in AC Morgan, small clusters of colloidal gold were positioned in regular intervals along the plasma membrane (PM)–cell wall interface (Fig. 7, C and D). Further investigation of the intensely labeled lobe region in AC Morgan revealed large areas of wall completely devoid of labeling (Fig. 7F, arrowheads) immediately adjacent to areas of heavily labeled wall. This pattern of deposition was never observed in 18 DPE CDC Morrison endosperm where the MLG labeling was consistently heavy across walls located within the lobes (Fig. 7E).

**Figure 7.**
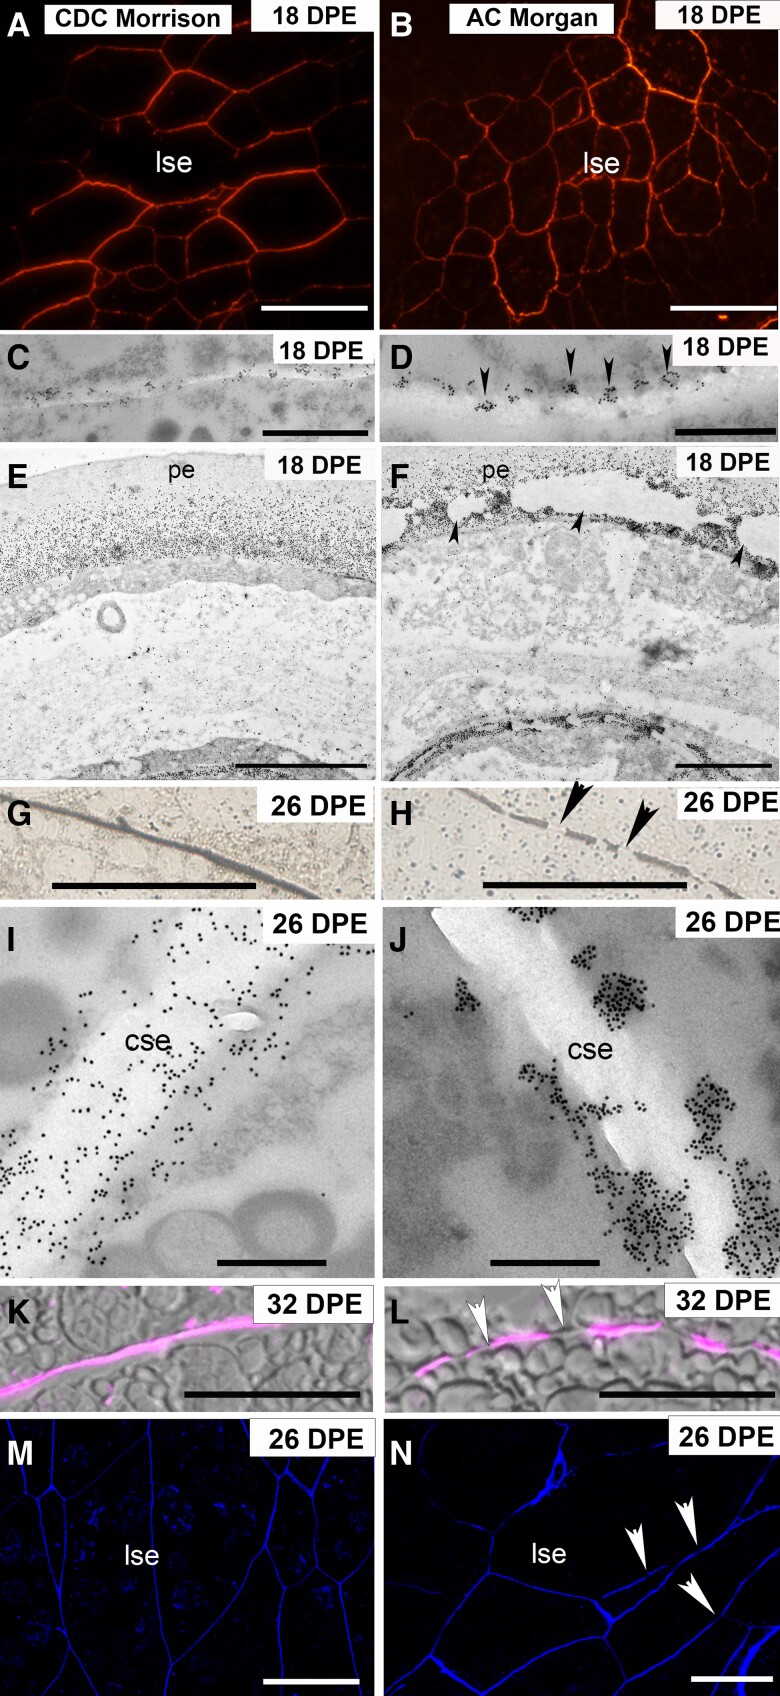
Immunofluorescence, silver-enhanced light microscopy (SELM), and TEM images of MLG antibody labeling of cell walls in AC Morgan and CDC Morrison. **A)** At 18 DPE, immunofluorescence images of MLG labeling in CDC Morrison show an even labeling pattern across the starchy endosperm walls located in the lobes. **B)** In AC Morgan at 18 DPE, the labeling pattern is discontinuous with patches of wall with little to no labeling. **C)** Immunogold labeling confirms that MLG in CDC Morrison is deposited evenly along the starchy endosperm walls, while in **D)** AC Morgan, the MLG is deposited as small electron-dense aggregates positioned at regular intervals along the walls. **E)** TEM reveals that at 18 DPE in CDC Morrison endosperm, MLG is deposited evenly across the peripheral endosperm walls. **F)** At 18 DPE in AC Morgan, there are large areas of wall completely devoid of labeling (arrowheads). **G)** At 26 DPE, SELM of starchy endosperm shows that MLG is present evenly throughout the walls, while in AC Morgan **H)**, there are stretches of wall with little to no labeling. **I)** TEM images of MLG antibody labeling showing an intense but regular deposition of MLG in CDC Morrison, while in AC Morgan **J)**, MLG is present as electron-dense clumps irregularly spaced along the wall. **K)** and **L)** Fluorescence images of MLG labeling in 32 DPE starchy endosperm cells show an even deposition of MLG in CDC Morrison **K)** and a discontinuous pattern in AC Morgan **L)**. Arrowheads indicate regions of wall with no labeling. **M)** and **N)** Calcofluor White staining of polygonal starchy endosperm cells. An even staining pattern is observed in CDC Morrison walls **M)**, while in AC Morgan **N)**, there are unstained regions of wall (arrowheads). cse, central starchy endosperm; lse, starchy endosperm cells located in the lobes; pe, peripheral endosperm; sa, subaleurone. Scale bar = 50 *μ*m (**A**, **B**, **M**, and **N**), 1 *μ*m (**C**, **D**, **I**, and **J**), 2 *μ*m (**E** and **F**), and 10 *μ*m (**G**, **H**, **K**, and **L**).

At 26 DPE, a similar pattern of labeling was observed. SELM clearly showed a uniform deposition of MLG in CDC Morrison (Fig. 7G), while in AC Morgan, there were intermittent stretches of wall with little to no labeling (Fig. 7H). Immuno-TEM analysis revealed a very intense and even pattern of labeling in CDC Morrison (Fig. 7I), while in AC Morgan, MLG was detected in large clusters of electron-dense material irregularly positioned along the wall and at the interface with the PM (Fig. 7J). These observations were consistent across the stages of grain development from 18 DPE (Fig. 7, D and F) through to 26 DPE (Fig. 7J). This uneven pattern of MLG labeling was never detected in CDC Morrison but occurred in all regions of the starchy endosperm of AC Morgan with the exception of the aleurone and maternal tissues. We were able to confirm through immunofluorescence labeling that the discontinuous pattern of MLG deposition extended through to grain maturation at 32 DPE in AC Morgan but not CDC Morrison grains (Fig. 7, K and L).

To the best of our knowledge, the discontinuous MLG deposition pattern has not been described elsewhere in any cereal grain or vegetative tissue of plant (or other) origin. It was therefore important to verify that this unexpected pattern was not an artifact introduced by chemical fixation and/or tissue processing. This methodology has been successfully applied to other cereal species in similar immunolabeling studies with no reports of suboptimal cell wall preservation. There were no visible signs of damage or indications of poor fixation in AC Morgan endosperm walls at the timepoints sampled and no discernible differences between unlabeled CDC Morrison and AC Morgan endosperm walls at either low or very high magnifications.

We therefore proceeded to confirm that the areas of wall that were unlabeled by the MLG antibody held wall contents that could be partly characterized by the binding of another polysaccharide antibody. Unfortunately, both the HX and MLG antibodies are mouse-generated making double or colabeling on the same section difficult, so we instead labeled MLG and HM on alternate serial sections taken from fixed 18 DPE AC Morgan grain. The mannan antibody was the most suitable choice for comparison with MLG labeling because even though chemical analyses showed that there are very low levels of HM in oat endosperm (Table 2), its high avidity causes strong labeling of similar in intensity to the MLG antibody. Confocal microscopy coupled with immunofluorescence revealed a patchy discontinuous deposition of MLG in the central starchy endosperm walls (Fig. 8, A and C), while the HM antibody–labeled these same walls in an even and consistent manner (Fig. 8, B and D). Serial TEM sections were also labeled alternately with the MLG and HM antibodies and confirmed our confocal observations that these probes label the same wall intervals but have vastly different labeling patterns. MLG-labeled sections showed large clusters of colloidal gold irregularly spaced along the wall as well as areas completely void of labeling of more than 1 *μ*m between deposits giving the appearance of a discontinuous deposition pattern at lower magnification (Fig. 8, E and G). Cell walls from the same region of endosperm but labeled with the HM antibody displayed much more uniform labeling (Fig. 8F), indicating these walls in AC Morgan grain are complete. The uninterrupted nature of the signal from anti-H^+^-ATPase, the PM integral protein and marker, within the same cells (Fig. 8H) further supports the view that oat grain tissue is well preserved and cellular integrity is retained during tissue processing for microscopy and cannot explain the discontinuous pattern of MLG labeling in AC Morgan. Together, these observations confirm that the irregular arrangement of MLG identified in this study is real and distinct among the other polysaccharides found in oat endosperm walls. This suggests that there is variation in the MLG deposition process within oat varieties and possibly more broadly within the monophyletic grouping of the commelinid monocots.

**Figure 8.**
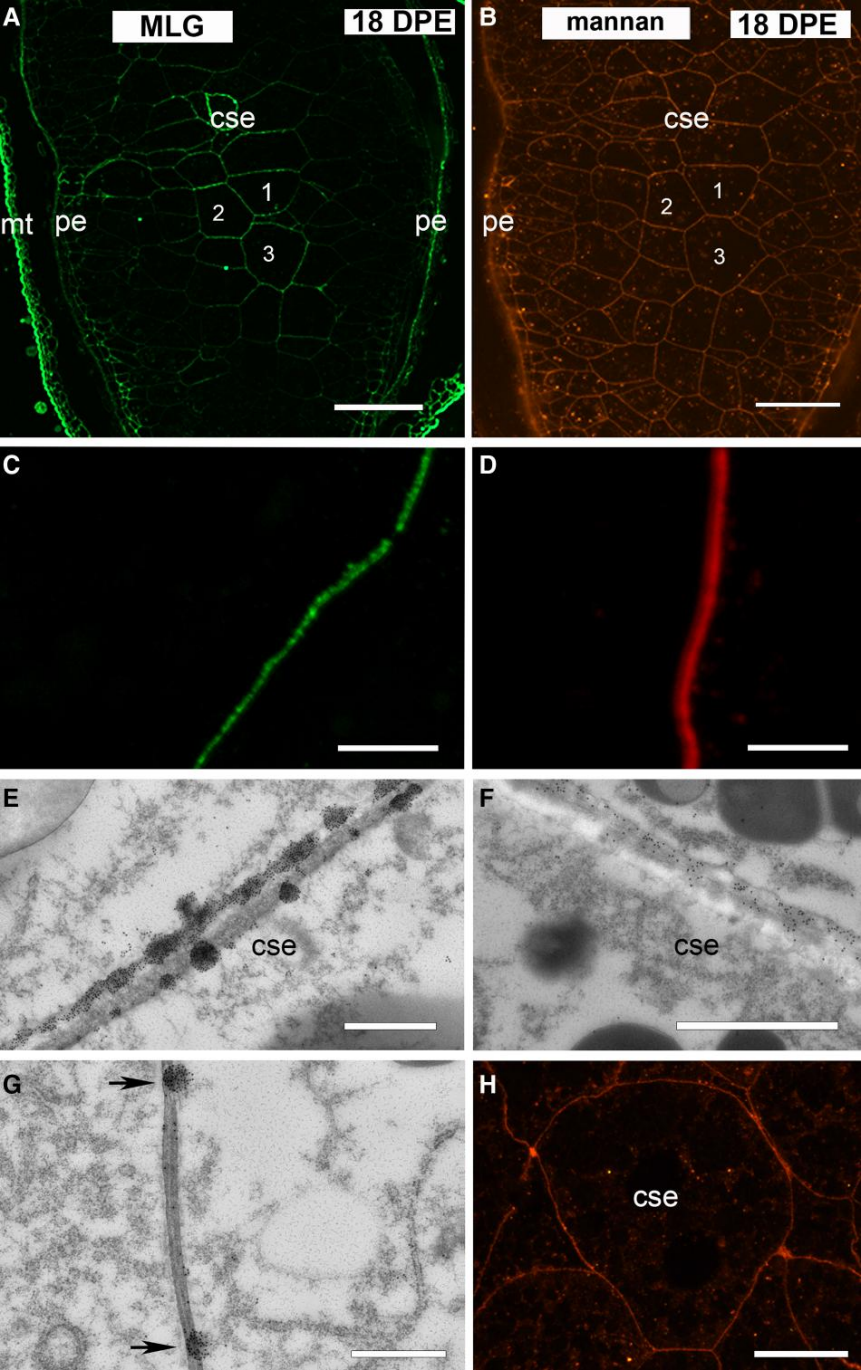
Immunofluorescence and transmission electron microscopy (TEM) images of MLG and HM antibody–labeled serial sections from 18 DPE AC Morgan endosperm. **A)** MLG-labeled 18 DPE section showing an uneven patchy fluorescent labeling pattern along the starchy endosperm cell walls. For example, see cells 1, 2, and 3. **B)** HM-labeled serial section showing an even, consistent fluorescent labeling pattern along the walls in the same region of endosperm (compare walls of cells 1, 2, and 3 with same in **A**). **C)** High-magnification image of MLG-labeled cell wall showing an uneven, patchy fluorescence. **D)** High-magnification image of HM-labeled cell wall showing an even and continuous fluorescent labeling pattern. **E)** TEM image of a MLG-labeled section showing clusters of colloidal gold irregularly positioned along the cell wall. **F)** TEM image showing an even distribution of the HM antibody throughout the starchy endosperm cell wall. **G)** TEM image of MLG antibody–labeled endosperm cell wall showing a >1 *μ*m distance between deposits of MLG (arrows). **H)** Confocal microscope image of anti-H^+^-ATPase fluorescently labeled PM in starchy endosperm cells. cse, central starchy endosperm; mt, maternal tissues; pe, peripheral endosperm. Scale bar = 100 *μ*m (**A** and **B**), 25 *μ*m (**C** and **D**), 1 *μ*m (**E**, **F**, and **G**), 20 *μ*m (**G**).

After confirming that the discontinuous pattern of MLG deposition in AC Morgan was consistently observed across several biological replicates, we examined whether the pattern was discernible when Calcofluor White was applied to oat grain sections. This fluorescent dye is widely used to stain cell walls and has been shown to bind β-glucans, in particular (Anderson et al. 2009). While it is more difficult to observe the discontinuous pattern in AC Morgan with Calcofluor White staining, it is recognizable, as is the difference in cell size (compare Fig. 7, M and N; Supplemental Fig. S1, F and H, with E and G). Calcofluor White could therefore be a useful tool in future studies of grain morphology, acting as a proxy for detecting the spatiotemporal deposition pattern of MLG.

### Gene expression analysis

While undertaking the microscopy study, we simultaneously collected CDC Morrison and AC Morgan grain from 5 to 40 DPE at 5 d intervals for RNA-sequencing (RNA-seq) analysis to assess transcript differences between the 2 varieties. 

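RNA was taken from whole grain of CDC Morrison and AC Morgan at 8 time points, 5, 10, 15, 20, 25, 30, 35 and 40 DPE (days postemergence of the panicle), with 3 biological replicates for each cultivar and time point, which makes 48 libraries. The authors trimmed the reads, removed those that mapped to rRNA, quantified the rest with Salmon against the oat OT3098 v2 transcriptome and summed transcripts to genes with tximport. They deposited the estimated counts of 68572 genes, neither normalized nor filtered, and a second table of values after variance-stabilizing transformation (VST), a log2-like scale, for 61478 genes and 47 libraries. The library absent from the second table is replicate 1 of CDC Morrison at 10 DPE, which has the lowest total of all, 2184611 counts. In the other 47 libraries the total count lay between 12040047 and 30846412 in AC Morgan (24 libraries, median 23503251.5) and between 11235846 and 28391351 in CDC Morrison (23 libraries, median 24090783). The paper's methods name 3 replicates of every time point, while its Supplemental Table S5 has 2 columns for CDC Morrison at 10 DPE, headed as replicates 1 and 2. All 48 values in these 2 columns equal, at 2 decimals, deposited normalized values of replicates 2 and 3, once the order in which the table was filled is taken into account. The paper gives no reason for leaving replicate 1 out. Values below are from the 47 libraries with replicates 2 and 3, a set fixed after the data, and a fit with replicates 1 and 2, had been seen. Values from all 48 are given where they change a call.

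The counts were rounded to whole numbers and scaled between libraries by the TMM method of edgeR, and the 62030 genes with a count of at least 5 in at least 5% of the 47 libraries were tested. All 16 cultivar-by-time groups entered one fit, so that they share one estimate of the spread of each gene, and differences between the cultivars were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, at a threshold of 0.05. Expression is given as CPM after TMM scaling, as mean ± SD. With simulated counts in which 200 genes were changed by 2 on the log2 scale, 75.0% of them passed the threshold at 15 DPE (3 libraries against 3) and 98.0% in the mean of 15, 20 and 25 DPE (9 against 9). The simulation gave all genes the same spread and changed only genes above a minimum mean count. Recovery of weakly expressed genes, or of genes with a larger spread, was therefore not measured. Oat is hexaploid, and reads of near-identical homeologs can be divided between them in the quantification, so values of single homeologs are less certain than those of their sum. The gene labels of Fig. 9 end in the gene's identifier in the deposited tables, which all share the prefix AVESA.00001b.r3. before the chromosome (such as 7A). Positions on the chromosomes were not analysed here.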

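The 20 CSLF, CSLH1 and GUB2 genes of Fig. 9 were compared between CDC Morrison and AC Morgan at each of the 8 time points, which makes 160 comparisons. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 19 of the 160 passed the threshold, 12 with higher expression in CDC Morrison and 7 in AC Morgan. Adjusted over the list alone, 15 passed, 11 higher in CDC Morrison and 4 in AC Morgan. The 19 fell at 10 DPE (6 genes), 20 DPE (2), 25 DPE (3), 30 DPE (7) and 35 DPE (1). Among the alternatives the count moved most between the paper's test as its legend names it, Tukey's honestly significant difference on the deposited normalized values with Benjamini-Hochberg adjustment, which gave 4, and limma on the same values, which gave 28. Tukey's test without that further adjustment, chosen after the values were seen, gave 9, as many as the asterisks of Fig. 9 read by eye.

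At 10 DPE all 6 genes past the threshold were higher in AC Morgan. CSLF8_6Ag0001684 had no count in either CDC Morrison library and 17.6 ± 6.41 CPM in AC Morgan (n = 3). CSLF8_6Dg0001363 differed by a log2 fold change of -6.35 (standard error 1.67), CSLF3_2Ag0000008 by -4.90 and CSLF3_2Dg0002575 by -4.80, the last pair at mean levels of at most 2.74 CPM. CSLH1_2Ag0001132 reached 0.581 ± 0.215 CPM in CDC Morrison (n = 2) and 3.48 ± 1.71 CPM in AC Morgan, and CSLH1_2Dg0003695 0.589 ± 0.0391 and 5.57 ± 2.34 CPM. Over all 48 libraries the same 6 genes passed, with GUB2_1Dg0001299 as another (log2 fold change -5.43). Replicate 1 of CDC Morrison, which is among the 48 only, had an estimated count of 0 for GUB2_1Dg0001299 and for 5 of the 6 genes, and of 1 for CSLH1_2Dg0003695. With replicates 1 and 2, as the table's headings read and as first planned, 4 of the 6 passed, both CSLF8 genes and both CSLH1 genes. These 10 DPE values rest on few libraries: without CDC Morrison replicate 2 the number of comparisons higher in AC Morgan fell from 7 to 3, and without replicate 3 to 4.

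The CDC Morrison excess lay later. CSLF7_3Dg0002125 was higher in CDC Morrison by a log2 fold change of 1.85 at 25 DPE, 2.87 at 30 DPE (17.3 ± 5.39 against 2.35 ± 1.11 CPM, n = 3 each, adjusted p = 7.96e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.96 at 35 DPE, and every CDC Morrison library lay above every AC Morgan library at these 3 time points. Without CDC Morrison 25 DPE replicate 3, the difference of CSLF7 at 25 DPE no longer passed (adjusted p = 0.0632 from the same test), nor with every library thinned to the smallest total (0.0641). At 30 DPE all 7 genes past the threshold differed in the direction in which they changed from 25 to 35 DPE in AC Morgan. The same held for all 3 genes past the threshold at 25 DPE, with the change from 20 to 30 DPE. CSLF2_2Ag0000007 and CSLF2_2Dg0002574 passed at 30 DPE only, higher in CDC Morrison by 1.87 and 2.01, and neither passed at that time point without AC Morgan replicate 1, nor CSLF2_2Dg0002574 without CDC Morrison replicate 1. Whether the difference between the cultivars changed over time was tested as the interaction of cultivar and time point, which was added after the data were seen. It passed for 6 of the 20 genes, CSLF2_2Dg0002574, CSLF7_3Dg0002125, CSLF8_6Ag0001684 and the 3 CSLH1 homeologs, with the smallest adjusted p for CSLH1_2Ag0001132 (0.000130, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).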

Comparison of the expression of MLG biosynthetic *cellulose synthase-like F, H, J* (*CSLF, H, J*) (Burton et al. 2006; Doblin et al. 2009; Little et al. 2018) and degradation ((1,3;1,4)-β-D-glucan endohydrolase, termed *Glb* or *GUB*) (Slakeski and Fincher 1992) genes revealed some differences in transcript levels and/or timing of several *CSLF* and *CSLH* genes (Fig. 9, Supplemental Table S5). In most cases, gene expression was higher in CDC Morrison than AC Morgan. 

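Counted without a test, the mean CPM was higher in CDC Morrison in 87 of the 160 comparisons of gene and time point, higher in AC Morgan in 64 and equal in 9. In the 97 comparisons in which at least one cultivar reached a mean of 1 CPM, it was higher in CDC Morrison in 60 and in AC Morgan in 37. Out of 20 genes, those with the higher mean in CDC Morrison numbered 15 at 5 DPE, 3 at 10 DPE, 14 at 15 DPE, 14 at 20 DPE, 16 at 25 DPE, 8 at 30 DPE, 7 at 35 DPE and 10 at 40 DPE. Every CDC Morrison library lay above every AC Morgan library in 25 comparisons, and the reverse held in 14. Chance gives a separation in one or the other direction in 10% of comparisons of 3 against 3 libraries and in 20% of those of 2 against 3, which is the case at 10 DPE.

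Over the mean of the 8 time points, 15 of the 20 genes had a positive estimate (CDC Morrison minus AC Morgan) and 5 a negative one, with 7 of the 20 lacking counts in at least one group. The number of genes past the threshold was 3, all higher in CDC Morrison, and it was the same adjusted over the list alone. CSLF7_3Dg0002125 had a log2 fold change of 1.14 (standard error 0.18, adjusted p = 2.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of CSLH1_2Cg0001868 was 0.79 (standard error 0.25, adjusted p = 0.0113 from the same test), and that of CSLF8_2Dg0002573 was 0.56 (standard error 0.19, adjusted p = 0.0200 from the same test). One library decided the last 2 calls: CSLH1_2Cg0001868 did not pass without CDC Morrison 5 DPE replicate 1 (adjusted p = 0.0995), and CSLF8_2Dg0002573 did not pass without CDC Morrison 30 DPE replicate 3 (adjusted p = 0.0548), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With libraries scaled by total count alone, CSLF8_2Dg0002573 did not pass either (adjusted p = 0.0566 from the same test, in a range from 0.00818 to 0.0566 over the alternatives set beforehand). In a 2-sided permutation test that reassigned cultivars within time points (100000 resamples), 4 of the 20 genes had p under 0.05, CSLF3_2Dg0002575 higher in AC Morgan (p = 0.0428) and the other 3 in CDC Morrison. After Benjamini-Hochberg adjustment 1, CSLF7_3Dg0002125, remained. Limma on the deposited normalized values passed 6 of the 20, and edgeR with every library thinned to the smallest total passed 2, having lost CSLF8_2Dg0002573 (adjusted p = 0.0840).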

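The mean of 5, 10 and 15 DPE was set against the mean of 20, 25, 30, 35 and 40 DPE within each cultivar for the 20 CSLF, CSLH1 and GUB2 genes. In CDC Morrison 6 genes were higher early and 7 higher late at the threshold, and in AC Morgan 6 were higher early and 5 late. By sign alone, 11 of the 20 estimates were positive, that is higher early, in CDC Morrison and 12 in AC Morgan. Over all 48 libraries, the count over both cultivars was 12 early and 13 late, against 12 and 12 in the 47.

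CSLF6_7Ag0002427 was higher early in both cultivars, by a log2 fold change of 2.04 (standard error 0.36) in CDC Morrison and 1.91 (standard error 0.34) in AC Morgan. CSLF6_7Dg0001419 followed with 1.44 and 0.99. Its level in CDC Morrison was 83.4 ± 54.9 CPM at 5 DPE and 3.63 ± 0.598 CPM at 35 DPE (n = 3 each), with a second and higher maximum of 133 ± 30.2 CPM at 25 DPE. The log2 fold changes compare means on the log2 scale, in which groups with low levels weigh heavily. By mean CPM, early and late were closer in CDC Morrison: 49.4 and 36.4 for CSLF6_7Ag0002427, and 50.9 and 46.7 for CSLF6_7Dg0001419. In AC Morgan they were 38.5 and 18.2, and 33.3 and 24.2, in the same order. CSLF8_2Dg0002573 was higher early by 2.20 in CDC Morrison and 2.75 in AC Morgan. CSLF8_6Ag0001684 had 73.2 ± 108 CPM at 5 DPE in CDC Morrison and 35.1 ± 52.6 CPM in AC Morgan, a spread between replicates larger than either mean, and at most 0.0735 CPM on average from 15 DPE onward. Other genes went the opposite way. The log2 fold change of early against late was -6.92 for CSLF2_2Ag0000007 in CDC Morrison (-6.44 in AC Morgan), -3.33 for CSLF7_3Dg0002125 (-1.55) and -4.02 for CSLH1_2Ag0001132 (-2.21). Each of these log2 fold changes passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all values are from whole grain, in which maternal tissues and endosperm were not separated.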

Interestingly, the majority of these genes were expressed at higher levels early in grain development prior to the onset of MLG deposition in endosperm (18 DPE onwards), implying that they are active in the maternal tissues where MLG was shown to accumulate over this time period (Supplemental Fig. S3, C and G). 

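CSLF6 is present as 4 genes in the list. Over the mean of 15, 20 and 25 DPE, CSLF6_7Dg0001419 was higher in CDC Morrison than in AC Morgan by a log2 fold change of 1.56 (standard error 0.42, adjusted p = 0.00455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CSLF6_7Ag0002427 was higher by 1.22 (standard error 0.39, adjusted p = 0.0182 from the same test) and CSLF6_7Cg0002511 by 1.09 (standard error 0.33, adjusted p = 0.0134 from the same test). CSLF6_7Ag0002426 was higher by 0.70, which did not pass the threshold (standard error 0.33, adjusted p = 0.125 from the same test). An exact permutation test (2-sided, 8000 arrangements within time points) gave p = 0.00625, 0.0125, 0.0270 and 0.0433 in this order of genes, or 0.0250, 0.0250, 0.0360 and 0.0433 after Benjamini-Hochberg adjustment over the 4. Taken by single time point, 1 CSLF6 comparison passed, CSLF6_7Dg0001419 at 20 DPE (79.9 ± 68.2 CPM in CDC Morrison and 16.3 ± 8.48 CPM in AC Morgan, n = 3 each, libraries overlapping, adjusted p = 0.0320 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass without CDC Morrison 20 DPE replicate 1 or 3 or AC Morgan 20 DPE replicate 1 or 2, and by the paper's Tukey test no CSLF6 homeolog passed at any time point, before or after adjustment. CDC Morrison 20 DPE replicate 1 also carried part of the window's difference: without it, CSLF6_7Ag0002427 (adjusted p = 0.0861) and CSLF6_7Cg0002511 (adjusted p = 0.0940) did not pass by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

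The 3 CSLH1 homeologs were near the limit of detection at 15 DPE. From 15 through 25 to 30 DPE, CSLH1_2Dg0003695 went from 0.0376 ± 0.0651 through 9.41 ± 7.61 to 106 ± 50.6 CPM in CDC Morrison and from 0.218 ± 0.0586 through 2.27 ± 0.333 to 16.2 ± 2.29 CPM in AC Morgan (n = 3 each). At 20 DPE CSLH1_2Dg0003695 had 0.599 ± 0.714 CPM in CDC Morrison and 0.0335 ± 0.0580 CPM in AC Morgan, a log2 fold change of 3.95 (standard error 1.34, adjusted p = 0.0436 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with overlapping libraries. It did not pass without CDC Morrison 20 DPE replicate 1 or 3 or AC Morgan 20 DPE replicate 1 or 2 (adjusted p from 0.0512 to 0.513 in the same test; 2.31 without CDC Morrison replicate 3), and without AC Morgan replicate 3 the log2 fold change was 6.89. CSLH1_2Ag0001132 had 1.93 ± 1.76 CPM in CDC Morrison and 0.424 ± 0.121 CPM in AC Morgan at 25 DPE, and 42.9 ± 18.7 and 6.27 ± 2.71 CPM at 30 DPE. CSLH1_2Cg0001868 had 3.51 ± 0.551 and 1.57 ± 0.109 CPM at 25 DPE and 18.4 ± 10.4 and 3.37 ± 0.762 CPM at 30 DPE. At 25 DPE the cultivars differed by a log2 fold change of 2.21 for CSLH1_2Ag0001132 (adjusted p = 0.0153) and 2.07 for CSLH1_2Dg0003695 (adjusted p = 0.0154), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without CDC Morrison 25 DPE replicate 3 these became 1.13 (adjusted p = 0.449) and 1.16 (adjusted p = 0.341) in the same test. Leaving out AC Morgan 25 DPE replicate 3 also took both out of the genes that passed, as did AC Morgan replicate 1 for CSLH1_2Ag0001132 and replicate 2 for CSLH1_2Dg0003695, and with every library thinned to the smallest total CSLH1_2Ag0001132 did not pass (adjusted p = 0.0989). At 30 DPE the differences were 2.77 (standard error 0.47, adjusted p = 1.88e-05) for CSLH1_2Ag0001132, 2.44 (standard error 0.65, adjusted p = 0.00334) for CSLH1_2Cg0001868 and 2.71 (standard error 0.55, adjusted p = 0.000202) for CSLH1_2Dg0003695 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 passed with any one of the 30 DPE libraries left out. The rise from 15 to 25 DPE, as the difference between the cultivars at 25 DPE minus that at 15 DPE, was 4.35 (standard error 1.66) for CSLH1_2Dg0003695, 1.07 (standard error 3.59) for CSLH1_2Ag0001132 and -1.35 (standard error 1.11) for CSLH1_2Cg0001868. With edgeR's quasi-likelihood test, 0 of the 3 passed after Benjamini-Hochberg adjustment (smallest adjusted p = 0.638) and 1, CSLH1_2Dg0003695, had an unadjusted p under 0.05; DESeq2 and limma passed 0 of the 3 as well. The exact permutation test over 400 arrangements (2-sided) gave p = 0.005 for CSLH1_2Dg0003695, the smallest it can give (0.015 adjusted over the 3), 0.19 for CSLH1_2Ag0001132 and 0.39 for CSLH1_2Cg0001868. With the counts of the 3 summed, the difference in rise was 0.084 (standard error 0.995, unadjusted p = 0.933 from edgeR's quasi-likelihood test).

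**Figure D1:**
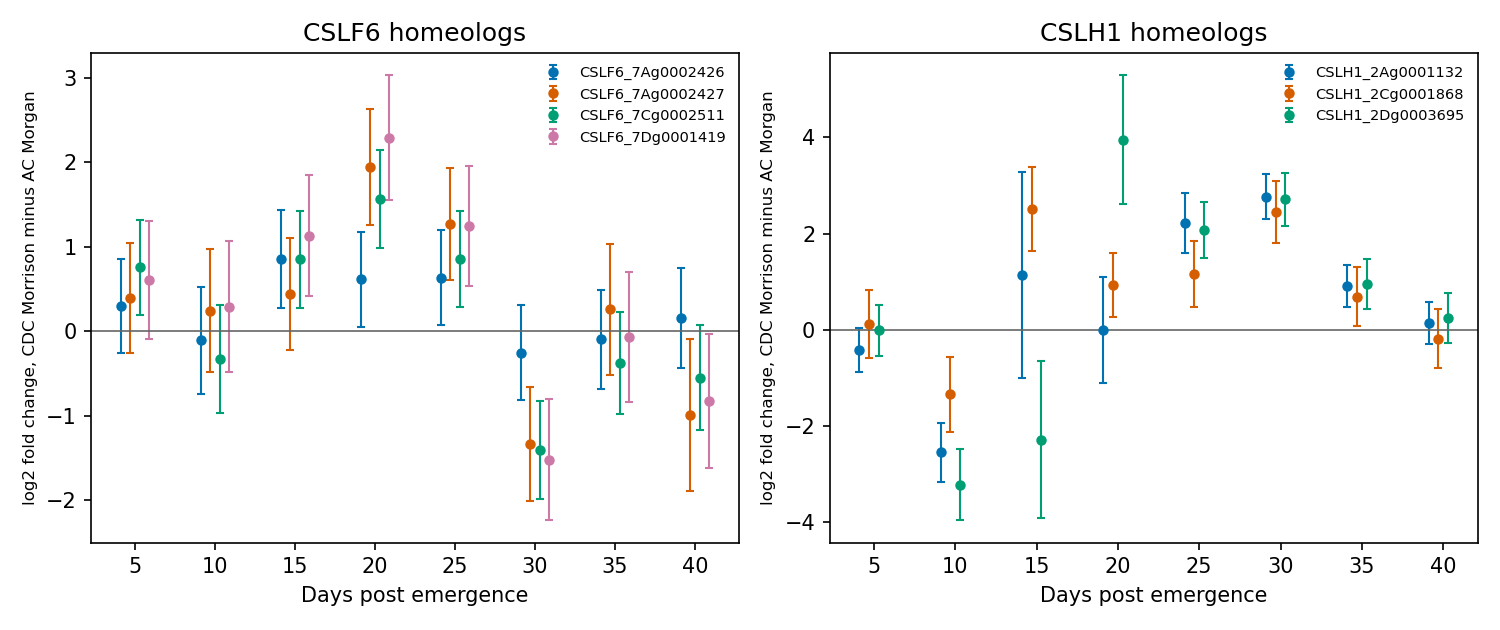
Log2 fold change (CDC Morrison minus AC Morgan) of each CSLF6 (left) and CSLH1 (right) homeolog against days postemergence, from edgeR's fit of 47 libraries; bars are the standard error, points of one time point are set side by side, and the horizontal line marks 0. The 4 CSLF6 homeologs lie above 0 at 15, 20 and 25 DPE and below 0 at 30 DPE, where the 3 CSLH1 homeologs lie between 2.44 and 2.77.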

Although the expression level of homeologs of *CSLF6*, the major MLG synthase of cereals, was not statistically different between the cultivars, they exhibited a trend of higher expression in CDC Morrison from 15 to 25 DPE at which time *CSLH1* homeolog expression increased sharply and significantly more in CDC Morrison than AC Morgan (Fig. 9). These data suggest transcript abundance of MLG biosynthetic genes may contribute to a greater accumulation of MLG in mature CDC Morrison grain. 

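Among the CSLF and CSLH1 genes, 7 passed the threshold in the mean of 15, 20 and 25 DPE, all with higher expression in CDC Morrison. Besides 3 CSLF6 homeologs, these were CSLF7_3Dg0002125 with a log2 fold change of 1.20 (standard error 0.32), CSLF8_2Cg0000603 with 0.96 (0.26), CSLF8_2Dg0002573 with 1.05 (0.29) and CSLH1_2Cg0001868 with 1.53 (0.43), where the values in parentheses are standard errors and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used. With every library thinned to the smallest total, CSLF7_3Dg0002125 (1.03, adjusted p = 0.0999 from the same test) did not pass and the other 6 did. Among all 62030 genes tested in this window, 7054 were higher in CDC Morrison and 7429 in AC Morgan, and with libraries scaled by total count alone 5509 and 9347. With the counts of the homeologs summed, CSLF6 differed by 1.19 (adjusted p = 0.00773) and CSLH1 by 1.53 (adjusted p = 0.00100) in the same test. The summed CSLF8 genes differed by 0.98, which did not pass (adjusted p = 0.0885 from the same test). MLG was not measured in these libraries. From the trend of CSLF6 in this window and the CSLH1 increase, the paper proposes that the transcript abundance of MLG biosynthetic genes may contribute to the larger amount of MLG in mature CDC Morrison grain.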

Somewhat paradoxically, the expression levels of *GUB2* genes encoding MLG-specific endohydrolases also trend higher in CDC Morrison compared with AC Morgan over the same period of higher *CSLF6* expression.

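The list holds 3 GUB2 genes, which were weakly expressed in developing grain. In the mean of 15, 20 and 25 DPE, GUB2_1Ag0001279 was higher in CDC Morrison by a log2 fold change of 2.13 (standard error 0.71, adjusted p = 0.0250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and GUB2_1Ag0002790 by 1.95 (standard error 0.60, adjusted p = 0.0153 from the same test). The difference of GUB2_1Dg0001299, 1.11 (standard error 0.70), did not pass (adjusted p = 0.282 from the same test). An exact permutation test (2-sided, 8000 arrangements within time points) gave p = 0.006, 0.03 and 0.336, or 0.018, 0.045 and 0.336 after adjustment over the 3. At 25 DPE the levels of GUB2_1Ag0002790 were 13.4 ± 3.06 CPM in CDC Morrison and 3.99 ± 3.25 CPM in AC Morgan, and those of GUB2_1Ag0001279 were 3.81 ± 1.51 and 0.560 ± 0.165 CPM (n = 3 each). At 20 DPE GUB2_1Ag0002790 had 15.2 ± 16.2 and 3.73 ± 3.17 CPM, a spread that covers the difference. No GUB2 gene passed at 15, 20 or 25 DPE alone, where the smallest adjusted p was 0.113 and 2 of the 9 comparisons had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); DESeq2 passed 0 of the 9, and limma on the deposited normalized values passed 2, both of GUB2_1Ag0001279.

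The 2 calls in the window depend on single libraries. GUB2_1Ag0001279 did not pass without AC Morgan 15 DPE replicate 2 or 3, AC Morgan 20 DPE replicate 1, CDC Morrison 15 DPE replicate 1 or 3, or CDC Morrison 20 DPE replicate 3 (adjusted p from 0.0504 to 0.0629), and GUB2_1Ag0002790 did not pass without CDC Morrison 15 DPE replicate 3 or 20 DPE replicate 3 (0.0589 and 0.0668), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With every library thinned to the smallest total, a setting chosen after the data were seen, GUB2_1Ag0002790 passed and GUB2_1Ag0001279 did not. At 30 DPE the direction was the opposite, and GUB2_1Ag0002790 had 0.803 ± 1.39 CPM in CDC Morrison and 6.55 ± 3.16 CPM in AC Morgan (log2 fold change -2.89, adjusted p = 0.0352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost without CDC Morrison 30 DPE replicate 1 or 2 or AC Morgan 30 DPE replicate 1 (adjusted p up to 0.142 in the same test), and DESeq2 did not pass it either.

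**Figure D2:**
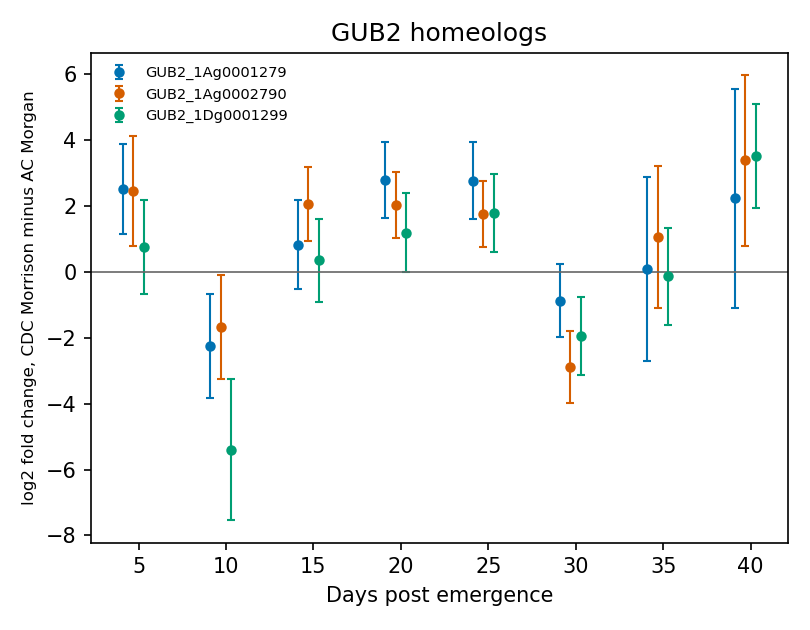
Log2 fold change (CDC Morrison minus AC Morgan) of the 3 GUB2 genes against days postemergence, from edgeR's fit of 47 libraries; bars are the standard error, points of one time point are set side by side, and the horizontal line marks 0. All 3 genes lie above 0 at 15, 20 and 25 DPE and below 0 at 10 and 30 DPE.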

**Figure 9.**
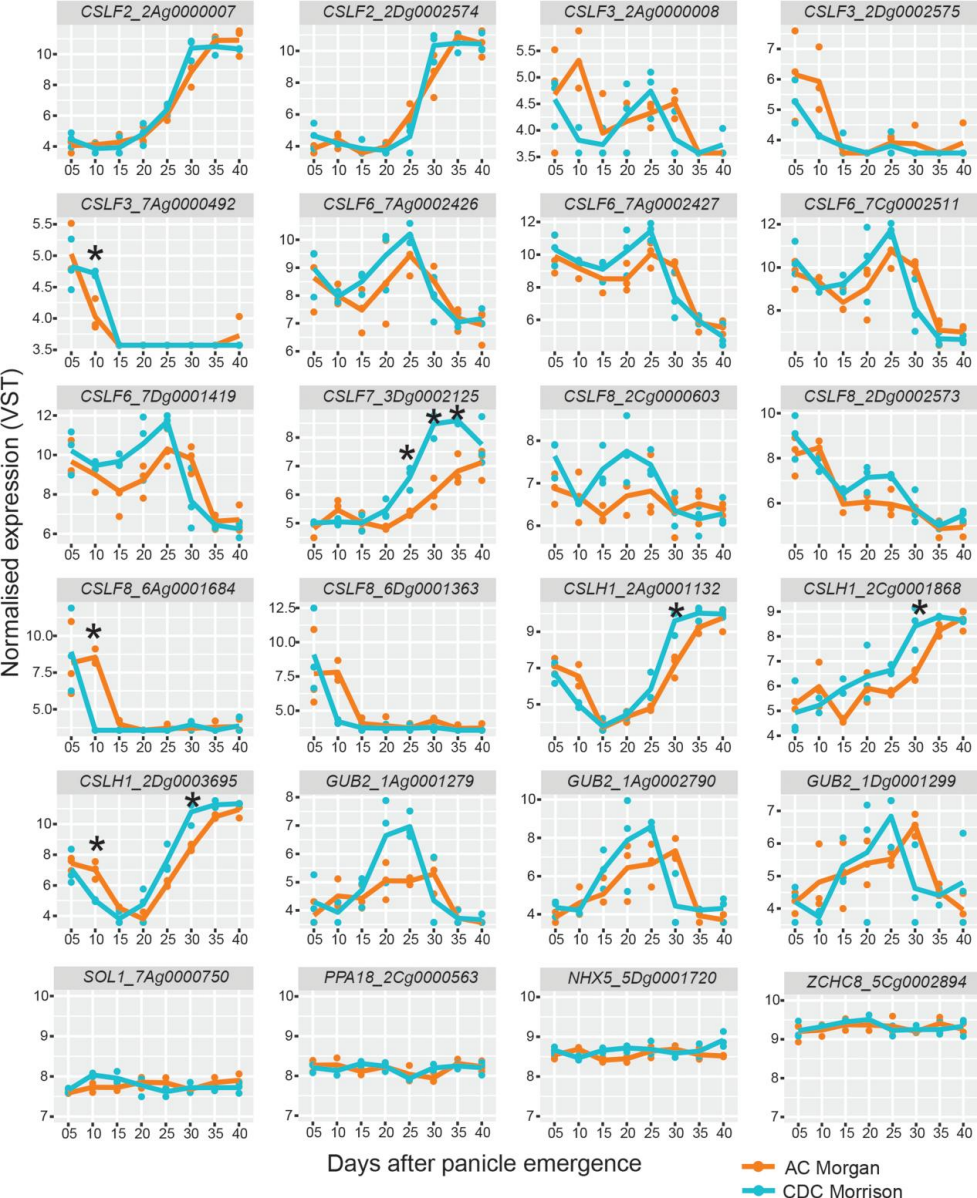
Expression profiles of *CSLF*, *CSLH*, and *GUB* genes during oat grain development in AC Morgan and CDC Morrison. RNA-seq was performed on whole developing grains from 5 to 40 d after panicle emergence. Count data were normalized using VST. Genes annotated as *CSLF*, *CSLH*, and *GUB* (lichenase) are shown. The bottom panel shows 4 control genes whose expression pattern does not change during grain development and is similar between the 2 cultivars. *indicates significant difference (Benjamini–Hochberg adjusted *P* < 0.05) between the 2 cultivars using 2-way ANOVA followed by Tukey’s HSD test.

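The 4 control genes, SOL1_7Ag0000750, PPA18_2Cg0000563, NHX5_5Dg0001720 and ZCHC8_5Cg0002894, were tested in the same way. Their log2 fold changes over the mean of the 8 time points (CDC Morrison minus AC Morgan) were -0.02, 0.02, 0.04 and 0.03 in this order, with standard errors of at most 0.05. At single time points they ranged from -0.23 to 0.32 for SOL1, from -0.14 to 0.22 for PPA18, from -0.19 to 0.42 for NHX5 and from -0.12 to 0.13 for ZCHC8. The comparison that passed was NHX5 at 40 DPE (adjusted p = 0.0326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mean levels over the time points lay between 7.59 and 11.1 CPM for SOL1, 10.6 and 14.2 CPM for PPA18, 15.6 and 21.6 CPM for NHX5, and 25.5 and 31.4 CPM for ZCHC8. Between the mean of 5, 10 and 15 DPE and that of the later time points, SOL1 was higher early by 0.22 in CDC Morrison (adjusted p = 0.0145 from the same test), while its change of -0.17 in AC Morgan did not pass (adjusted p = 0.0567 from the same test).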

## Discussion

Endosperm development in angiosperms is a conserved process with 3 strategies to cellularize the endosperm postfertilization described. In the family Poaceae, the nuclear type of development has been consistently demonstrated in cereal species such as barley (Brown et al. 1994), wheat (Mares et al. 1975), and rice (Brown et al. 1996a, 1996b). In oat, we also observed a nuclear type of endosperm development that is characterized by the formation of a coenocytic syncytium, a multinucleated cell formed from multiple nuclear divisions without cytokinesis (Fig. 1, B to D), the distinguishing feature of this type of endosperm development. In line with observations in other cereal grains (Brown and Lemmon 2007), cellularization of the central vacuole in oat was completed by ∼13 DPE, within a period of ∼2 d (Fig. 1E). The cellularization phase in oat appears to be somewhat shorter than in other cereals such as barley (∼3 d) (Wilson et al. 2006), as suggested by this stage proving difficult to capture. This may partly be a consequence of the sampling strategy: emergence was only scored daily, and pistils were not hand-pollinated and sampled every 8 h, unlike our previous study. Cellularization is followed by a differentiation phase that is complete around 26 DPE (Fig. 1G), proceeded by the maturation phase. Similar to wheat (Shewry et al. 2008), a single layer of aleurone is discerned in oat, while barley has a multilayered aleurone (Aubert et al. 2018). The timeline for the other phases of endosperm development in oat is comparable with those reported in wheat (Philippe et al. 2006) and barley (Wilson et al. 2006), corroborating similarity in the fundamental aspects of endosperm development in cereals.

Of the minor polysaccharides present in mature oat endosperm cell walls (callose/cellulose/XG/HM/pectin/AGPs; collectively accounting for ∼10% *w*/*w*; Supplemental Table S3), from a developmental perspective, the most interesting are callose and cellulose which are the first polysaccharides to be detected in the early anticlinal cell walls at 11 DPE (Fig. 3, A to C, I, and J). Similar to earlier reports in barley (Wilson et al. 2006) and wheat (Philippe et al. 2006), callose was first observed uniformly along the length of the early anticlinal cell walls and the central cell wall during cellularization at 11 DPE, a transient feature as callose is restricted to plasmodesmata by 14 DPE (Fig. 3, D and E) . The presence of callose along the entire length of the early anticlinal cell walls formed during alveolation and cellularization is comparable with the phragmoplast of a dividing vegetative plant cell (Hong et al. 2001). In oat, callose is removed from the phragmoplast by the action of endo-β-1,3-glucanase (Martin and Somers 2004) and its presence is then restricted to the plasmodesmata by 18 DPE where it is proposed to mediate cell signaling and communication (De Storme and Geelen 2014). However, the role of callose deposits associated with the walls at the aleurone/subaleurone interface, previously also observed in subaleurone cells of barley endosperm (Fulcher et al. 1977; Wilson and Bacic 2012), remains unclear and is speculated to arise from a mechanical stress response (compression) during the final stages of grain filling (Fulcher et al. 1977; Bacic and Stone 1981a, 1981b; Wilson et al. 2012). Unlike vegetative plant cells where cellulose is the major load-bearing polysaccharide, in endosperm cells, it is present in low abundance as these cells are not exposed to the same mechanical forces and therefore remains at low levels (5% to 10% *w*/*w*) throughout endosperm development. Other minor polysaccharides, such as HM (∼2% *w*/*w*; Supplemental Table S3) and HG (∼1% *w*/*w*; Supplemental Table S3), were deposited early in cellularization around 12 DPE after the first periclinal walls are laid down.

The second most abundant polysaccharide of oat endosperm walls (12.73% and 13.45% *w*/*w* in AC Morgan and CDC Morrison, respectively; Table 2, Supplemental Tables S2 and S3) is (G)AX, and in contrast to barley (Wilson et al. 2012), its deposition coincided with completion of cellularization and was detected from 14 DPE onwards. Surprisingly, it was initially only detected at 26 DPE, that is, late in the differentiation phase, but after performing a complex series of demasking experiments (urea/arabinofuranosidase/NaOH/lichenase; see Results section), its backbone epitopes were revealed to be present at 14 DPE (see Fig. 5). This is consistent with both wheat and barley (Philippe et al. 2006; Wilson et al. 2012) where (G)AX is deposited during the cellularization phase. These demasking experiments suggest a number of possible interpretations which would also impact on wall organization and solubility of the (G)AX in the mature grain: (i) interaction of the (G)AX with other wall polysaccharides (as revealed by increased binding of the LM11 antibody after both swelling of the walls with the chaotropic reagent urea and lichenase digestion to remove the MLG), a well-described phenomenon observed from immunolabeling of plant tissues (e.g. Wilson and Bacic (2012)); (ii) a highly substituted xylan backbone deposited during development, with either glycosyl residues (primarily arabinose) or acetyl residues, as revealed by increased binding of the backbone epitopes detectable by LM11 after arabinofuranosidase and NaOH treatments, respectively; and (iii) a combination of both association with other wall polysaccharides and a high degree of backbone substitution. Interestingly, the degree of glycosyl (arabinose/glucuronic acid) substitution of the xylan backbone in the mature oat walls (Table 2, Supplemental Tables S2 and S3) is not excessively high (∼25%) which could either mean that these glycosyl residues are distributed evenly across the backbone, roughly 1 residue in 4 (which would impede LM11 binding), or that there is heavy acetylation of the xylan backbone during development; since xylans are known to be modified extensively postdeposition (dearabinosylated and deacetylated), either or both could be contributing to this masking.

MLG is a major noncellulosic cell wall polysaccharide of cereal endosperm constituting ∼75% *w*/*w* in barley and 20% *w*/*w* each in wheat and rice (Bacic and Stone 1981a, 1981b; Miller et al. 1995). Deposition of MLG in wheat and barley is known to occur during the cellularization phase (Philippe et al. 2006; Wilson et al. 2006) and the early differentiation phase (Brown et al. 1997; Palmer et al. 2015) of grain development in rice. In contrast, for oat, MLG was observed to be first deposited late in the differentiation phase at 18 DPE (Fig. 6, A and B).

For both AC Morgan and CDC Morrison, heavy labeling of the subaleurone layer with MLG antibody when compared with that of the aleurone was confirmed using all the microscopy modalities and was consistent with earlier findings (Miller and Fulcher 1994). It was also demonstrated that high MLG oat variety Marion had smaller cells and thicker cell walls when compared with a low MLG variety OA516-2 that had a larger cell size and thinner cell walls (Miller and Fulcher 1994). The 2 cultivars examined in this study also followed this trend where AC Morgan is a higher yielding variety (Kibite and Menzies 2001) with a larger endosperm cell size, more starch, and lower MLG content, while CDC Morrison is a lower yielding variety with a smaller cell size, less starch, and a higher MLG content (Table 1, Supplemental Table S1). Indeed, an inverse association between starch and MLG content is commonly observed within Pooideae species (Trafford et al. 2013). In this comparative study of barley and purple false brome (*Brachypodium distachyon*) representing the high and low starch/MLG ratio “extremes,” respectively, the factors responsible for the variation in this ratio were examined. Based on their analysis, the authors propose that a reduction in endosperm cell expansion, and in the case of *B. distachyon*, a reduced ability to synthesize starch, results in a greater amount of carbon available for MLG production in the endosperm. The interdependency of starch and MLG is elegantly demonstrated in cereal mutants. For example, the barley starch synthase IIa mutant, *sex6* (Morell et al. 2003), displays enhanced MLG content concomitant with starch changes in the grain and conversely *B. distachyon cslf6* mutants show reduced MLG levels and increased starch content (Bain et al. 2021). Further examination at the molecular level is needed to determine the mechanism by which AC Morgan endosperm cells have an enhanced capacity to expand and accumulate starch relative to the same cells of CDC Morrison.

Most interestingly, and not observed in previous comparisons of oat varieties, was that the pattern of MLG deposition between the 2 cultivars differed. Endosperm walls in CDC Morrison labeled uniformly, while the same cells in AC Morgan had an uneven or “discontinuous” pattern of deposition (compare left and right columns in Fig. 7). Focusing on the walls with early deposition at 18 DPE, we saw uniform MLG labeling in endosperm walls within the lobes of CDC Morrison (Fig. 7, C and E) yet a strikingly different pattern in AC Morgan. In AC Morgan, we initially observed small clumps of immunogold particles in electron-dense regions near to or at the PM (Figs. 7, D and F, and 8, E and G). Looking later in development, these patches of immunogold labeling within or the near vicinity of the wall increased in size and unlabeled stretches of wall were also revealed. The length of these unlabeled wall regions is estimated to be similar when images obtained with the alternate microscopy modalities are compared, suggesting the “gaps” in MLG label observed later in development (26 DPE and beyond) correspond with the electron-lucent regions observed earlier (compare Fig. 7, H and I, with F and Fig. 8, E and G).

It is currently unknown how these different spatiotemporal patterns of MLG deposition are established but molecular differences clearly exist between the varieties, at least from the initiation of MLG deposition at 18 DPE given distinct patterns of deposition are observable from this time onwards. Some plausible possibilities as to how the MLG deposition differences manifest may be due to variation in the frequency of delivery and/or turnover rate of CSLF6, the major MLG synthase of grasses (Burton et al. 2006; Tonooka et al. 2009; Taketa et al. 2012; Vega-Sánchez et al. 2012; Wilson et al. 2015; Bain et al. 2021), and or subtleties in the mechanism/type of vesicular delivery to the PM (van de Meene et al. 2017). The electron-dense deposits that in most cases accompany MLG deposition in AC Morgan but to a far lesser extent in CDC Morrison suggest their vesicular type/contents are distinct and could indicate some variation in origin and/or transport pathway of vesicles carrying the MLG synthesis machinery from the Golgi apparatus to the PM. Although we do not currently have an explanation for these observations, this could be a consequence of variation in, for example, the process(es) of intracellular vesicular transport of the biosynthetic enzymes arising from subtle differences in CSLF6 primary amino acid sequences. Variances in expression of CslF6 homeologs in hexaploid oat (*A. sativa*) have been reported. For example, high expression of *AsCslF6_A* and *D* was observed in a high MLG cultivar, whereas high expression of *AsCslF6_C* was linked with a low MLG cultivar (Fogarty et al. 2020; Zimmer et al. 2020). 

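Each CSLF6 homeolog was compared between the cultivars over the mean of the 8 time points. The log2 fold change (CDC Morrison minus AC Morgan) was 0.26 (standard error 0.20) for CSLF6_7Ag0002426, 0.28 (0.25) for CSLF6_7Ag0002427, 0.17 (0.21) for CSLF6_7Cg0002511 and 0.39 (0.26) for CSLF6_7Dg0001419, standard errors in parentheses. The smallest adjusted p was 0.264 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the summed counts of the 4 differed by 0.31 (adjusted p = 0.281 from the same test). This mean takes in 30 DPE, where all 4 estimates were below 0. In the mean of 15, 20 and 25 DPE, 3 of the 4 homeologs passed, higher in CDC Morrison by 1.09 to 1.56, and the summed counts differed by 1.19 (adjusted p = 0.00773 from the same test). Without CDC Morrison 20 DPE replicate 1 the 3 became 1. At 20 DPE CSLF6_7Dg0001419 passed, but not without CDC Morrison 20 DPE replicate 1 or 3 or AC Morgan 20 DPE replicate 1 or 2 (adjusted p from 0.0659 to 0.246 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 25 DPE, the time point of the highest levels, CSLF6_7Cg0002511 had 137 ± 27.8 CPM in CDC Morrison and 75.5 ± 33.2 CPM in AC Morgan (n = 3 each), and CSLF6_7Ag0002427 had 110 ± 37.7 and 45.8 ± 20.3 CPM. CSLF6_7Dg0001419 reached 56.0 ± 33.5 CPM in AC Morgan at that time point. CSLF6_7Ag0002426 was the lowest, with 42.6 ± 10.4 and 27.4 ± 11.1 CPM. Every CDC Morrison library lay above every AC Morgan library at 25 DPE for the 3 higher homeologs, a separation that chance gives in 10% of comparisons of 3 against 3 libraries, and no homeolog passed at that time point (smallest adjusted p = 0.300 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).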

In this study, we did not detect major differences in expression of the *AsCslF6* homeologs in CDC Morrison and AC Morgan grain (Fig. 9, Supplemental Table S5), suggesting another mechanism is operating in these cultivars. The observation that expression levels of *GUB2* genes encoding MLG-specific endohydrolases are elevated over the period of higher *CSLF6* expression in CDC Morrison compared with AC Morgan implies that endosperm MLG accumulation can occur under conditions of higher MLG turnover. An alternative explanation may be the MLG-specific endohydrolases play a role in MLG biosynthesis, similar to the function proposed for Korrigan1, the endo(1,4)-β-D-glucanase associated with cellulose production (McFarlane et al. 2014). Further experimental work is required to understand how the spatiotemporal differences in MLG manifest between genotypes.

## Conclusions

This study employed 3 microscopy modalities, SELM, immunofluorescence microscopy, and immuno-TEM, to reveal the morphological details of oat endosperm development and the spatiotemporal patterning of cell wall polymer deposition during this process. SELM was able to provide an overview of labeling across the developing grain and amplify weak immunolabeling without excessive background signal, limitations of TEM, and immunofluorescence microscopy, respectively. In the case of MLG labeling, immunofluorescence microscopy was key to identifying the discontinuous pattern within the endosperm cells of the low MLG content line, AC Morgan. This aided the targeted use of SELM and TEM to explore in detail the spatiotemporal patterning of MLG deposition, uncovering important aspects of this process not possible if only 1 microscopy modality was employed. We also used RNA-seq to reveal the expression patterns of the major MLG biosynthetic (*CSLF, H, J*) and degradative (*GUB*) genes during grain development, and this has revealed that, as for cellulose biosynthesis, MLG assembly and deposition may involve some interplay between synthesis and turnover.

In summary, our findings indicate that the wall architecture of the oat varieties used in this study differ in a more profound way than simply a quantitative difference in MLG content and it is tempting to speculate whether the differences in the pattern of MLG deposition result in differing solubilities/accessibilities of the MLGs between these varieties.

## Materials and methods

### Plant growth, maintenance, and collection

Seed of 2 Canadian oat (*A. sativa*) cultivars AC Morgan and CDC Morrison was sourced from PepsiCo Pty Ltd (Minnesota, USA) and grown in a climate-controlled glasshouse under long day conditions (23 °C 14 h day/19 °C 10 h night). Prior to planting, seeds were treated with commercial fungicide, Baytan T (Bayer, 4 g/L solution) and then 4 seeds were sown in 6-L plastic pots filled with general potting mix (Bio Gro, Australia). Germinated seedlings were thinned to 1 plant per pot, and plants were maintained year-round at a constant temperature of 21 °C in a 12 h dark, 12 h light cycle. Pots were watered daily with drip feeders and a stock of in-house fertilizer solution containing N:P:K = 155:227:285 g/L, and other micronutrients were added weekly. Panicles were dated on the day of heading when the first spikelet of the inflorescence emerged from the flag leaf, defined as 0 DPE. For all microscopy and RNA-seq work, the larger of the 2 developing caryopses within the double kernel spikelet characteristic of both cultivars was harvested from the upper-middle section of the panicle.

### Oat grain fixation

Developing oat grains were collected, and the outer tissues of the floret (glumes, palea, and lemma) were removed. The dissected grains were fixed in 4% *v*/*v* glutaraldehyde (Sigma-Aldrich, #G5882) in 1× phosphate buffered saline (PBS) (3.7 mM NaCl, 2.7 mM KCl, 4.3 mM Na_2_HPO_4_, 1.4 mM KH_2_PO_4_ adjusted to pH 7.2) and placed under gentle vacuum up to 48 h at room temperature (RT) and stored at 4 °C before processing. For each developmental stage, at least 12 grains were collected from each of 3 plants and several collections made over the duration of the study.

### Postfixation and embedding of grain

Fixed grains were processed according to the method described by Wilson and Bacic (2012) using London Resin (LR) White (ProSciTech, Kirwan, Qld, Australia) as the embedding resin.

### Sectioning

For light and confocal microscopy, 1-*μ*m-thick sections were cut from the resin-infiltrated blocks using a Leica Ultramicrotome EM UC7 (Leica Microsystems Pty Ltd, Macquarie Park, NSW, Australia) fitted with a 4-mm histo-diamond knife (ProSciTech). Sections were collected on glass slides and dried on a hotplate set to 135 °C. For TEM, 100-nm sections were cut on an ultra 45° diamond knife and collected on 300 mesh formvar-coated gold grids (ProSciTech).

### Histology

Sections allocated for studying grain architecture were flooded with a 1% *w*/*v* Toluidine Blue O solution containing 2% *w*/*v* borax (Sigma-Aldrich) for a few seconds and then washed in water and mounted in 50% *v*/*v* glycerol for viewing and image capture with an Olympus BX51 upright widefield microscope fitted with a Tucsen digital camera and running Mosaic acquisition software (Olympus, Japan). Sections were separately stained for 15 min in 0.1% *w*/*v* Calcofluor White (Sigma-Aldrich), washed in water, and mounted in 50% *v*/*v* glycerol. To detect cellulose in early endosperm walls, sections were stained in 0.1 mg/mL Direct Red 23 (Sigma-Aldrich) in PBS for 20 min, washed, and mounted in 50% *v*/*v* glycerol. Images of Calcofluor White and Direct Red–stained sections were taken on a Nikon Eclipse Ti fluorescence microscope. Unless otherwise shown, positive interaction with a wall probe was deduced by comparison with the appropriate negative control.

### Immunolabeling

Sections for immuno-light and electron microscopy were pretreated with 2 M urea for 30 min then thoroughly washed in PBS. A blocking buffer containing 1% *w*/*v* BSA in PBS was then applied for 30 min before incubating sections in a dilution of primary antibody in blocking buffer for a minimum of 1 h at RT then 4 °C overnight. The primary antibodies, their substrates, and the concentrations used are summarized in Supplemental Table S4. After washing in PBS to remove primary antibody, sections were treated with blocking buffer for 30 min and incubated for 1 h at RT in a 1:20 dilution of either antirat or antimouse IgG (H+L) 18 nm colloidal gold for TEM (Jackson ImmunoResearch, West Grove, Pennsylvania, USA). Sections used for immunofluorescence microscopy with all cell wall probes except CBM3a were incubated in an Alexa Fluor 488 or 568 donkey antimouse/antirat IgG (H+L) secondary antibody diluted 1:200 in blocking buffer. To detect cellulose, sections were incubated in a 1:50 dilution of CBM3a in PBS for 1 h at RT followed by treatment with a monoclonal antipolyhistidine antibody (Thermo Fisher Scientific, Scoresby, Vic., Australia) diluted in blocking buffer to 1:75 for 1 h at RT. Sections were then washed and incubated in an appropriate antimouse secondary antibody. A rabbit polyclonal H^+^-ATPase (Agrisera, AS07260) was used at a 1:100 dilution in combination with an Alex Fluor 568 antirabbit IgG (H+L) secondary antibody (1:200) for PM labeling.

### SELM

Sections incubated in goat antirat IgG (H+L) ultrasmall gold (average < 0.8 nm) (Aurion, Wageningen, The Netherlands) were washed in PBS and fixed for 15 min in 2.5% *v*/*v* EM grade glutaraldehyde (Sigma-Aldrich) in PBS. Sections were thoroughly washed with water and then incubated for 5 min in a solution containing equal volumes of silver enhancement kit solutions A and B (Sigma-Aldrich) according to the manufacturer's instructions. After washing, the labeled sections were mounted in 50% *v*/*v* glycerol in water and imaged as per Toluidine Blue–stained sections.

### Immunofluorescence microscopy

After secondary fluorescence antibody labeling, the sections were mounted in PBS, covered with a #1.5 coverslip, and imaged on a Leica DM6000B widefield fluorescence microscope equipped with a DFC 450 color CCD camera and EL6000 light source (Leica Microsystems). For the Alexa Fluor 488 antibody labeling, the FITC filter cube was used (Ex BP 450-490, DC 510 nm, Em LP 515), and for the Alexa Fluor 568 antibody labeling, the dsRed filter cube was selected (Ex BP 580/20, DC 510, Em 630/55). Both were imaged with a gain of 3 and exposure time of 1 s. For calcofluor staining, the DAPI filter cube (Ex BP 350/50, DC 400, Em 460/50) was used with a gain of 1 on the camera and an exposure of 300 ms. Brightfield differential interference contrast (DIC) images were acquired with a 100 ms exposure.

### TEM

After secondary antibody incubations, grids were washed in ultra-high-quality water and stained with 2% *w*/*v* uranyl acetate (ProSciTech) for 5 min, washed, and then air dried before carbon-coating using an Emitech K950X instrument (Quorum Technologies, Laughton, East Sussex, UK). TEM was conducted using a Jeol JEM-2100 transmission electron microscope under an accelerating voltage of 80 kV and images captured on a Gatan Orius SC 200 CCD camera (Scitek, Australia).

### Control experiments

To ensure observed labeling was a result of antibody binding and not nonspecific background, 2 kinds of control experiments were performed. Diluted antibodies were either preincubated in their respective substrate/antigen or a linkage-specific enzyme was applied to sections before antibody labeling to remove the target polysaccharide or its substituents. All substrates and enzymes (see Supplemental Table S4) were applied at a concentration of 1 mg/mL in PBS at RT for 1 h. For xylan detection, a solution of 0.05 M NaOH was applied to sections for 90 min at RT in an attempt to remove ester-linked acetyl groups blocking binding to the LM11 antibody.

### Cell area and statistical analysis

Oat grain sections stained with Toluidine Blue were subjected to analysis using “FIJI is just ImageJ,” software (Schindelin et al. 2012). In 6 to 9 images per timepoint for each cultivar, the largest 10 endosperm cells for which the entire cell outline was observable were chosen to calculate the cell area using the polygon selection tool. Statistical analysis was undertaken with SPSS statistics software (version 28.0.1.0, IBM, Sydney, Australia). See Supplemental Data Set 1 file for further details.

### RNA extraction

Developing grains were first collected from fully emerged panicles at 5 DPE and then at 5 d intervals from 5 to 40 DPE. For each of 3 biological replicates, 10 individual grains (glumes removed) from a single panicle were pooled into a 2-mL tube and snap-frozen in liquid nitrogen. Frozen oat grains (100 mg/sample) were ground to fine powder using a plastic pestle. The RNA was extracted using the Spectrum Plant Total RNA Kit (Sigma-Aldrich) with some additional optimization steps. Samples were pretreated with 0.03% *v*/*v* α-amylase (Sigma-Aldrich, A4551-100MG) in lysis buffer, vortexed for 1 min, and incubated at RT for 6 min. β-Mercaptoethanol was then added to 0.01% *v*/*v* and samples vortexed again for 30 s prior to centrifugation at RT for 5 min at ∼16,000 *× g*. The supernatant was then transferred to a filtering column, and the Spectrum Plant Total RNA protocol was followed using the manufacturer's instructions including the on-column DNase treatment. Protocol A was used for the binding buffer solution. Samples were further purified using RNA Clean & Concentrator-5 kit (Zymo Research, R1016) to ensure sufficient RNA purity and concentration. RNA analyses were undertaken using a 4150 TapeStation System (Agilent) with RNA Screen Tapes (Agilent, 5067-5576) following the manufacturer's instructions.

### RNA-seq library construction and sequencing

Libraries were generated using a TruSeq Stranded mRNA Library Prep Kit (Illumina) according to the manufacturer's instructions and sequenced on a NextSeq 500 platform (Illumina) as single-end reads. Read quality was examined using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), and low-quality reads and adapters were trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore). To remove rRNA, the reads were mapped to the SortMeRNA rRNA database using Bowtie2, and unmapped reads were extracted (Kopylova et al. 2012). To quantify transcript abundances, reads were mapped to the oat transcriptome (OT3098 v2, “Avena sativa—OT3098 v2, PepsiCo, https://wheat.pw.usda.gov/jb? data=/ggds/oat-ot3098v2-pepsico”) using Salmon (Cheng et al. 2017; Patro et al. 2017). Raw gene-level counts were obtained using tximport (Soneson et al. 2016), and genes with raw count <5 in 5% of all samples were excluded from downstream analysis. Raw counts of all 3 biological replicates from all 8 timepoints were normalized using variance-stabilizing transformation (VST) from the DESeq2 package (Love et al. 2014). Two-way ANOVA (genotype and timepoint with interaction) followed by a Tukey's honestly significant difference (HSD) was performed in R (version 4.0.3) on a focused set of known MLG-related transcripts. 

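The variance of each gene's deposited normalized value over the 47 libraries was computed for all 61478 genes of that table. It was 0.0235 for SOL1_7Ag0000750, 0.0236 for PPA18_2Cg0000563, 0.0238 for NHX5_5Dg0001720 and 0.0259 for ZCHC8_5Cg0002894, against a median of 0.365 over all genes. These are ranks 2, 3, 4 and 5 from the lowest, and rank 1 is AVESA.00001b.r3.6Cg0001541 with 0.0219. The variance is of values that the authors had transformed to stabilize it, and with log2 CPM in their place the highest of the 4 ranks was 60.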

Variance of all expressed genes was calculated using the VST on normalized data, and the top 4 genes with lowest variance were selected as exemplar stably expressed genes.

### Sequence data availability

The short-read sequence data described in this manuscript can be found in Gene Expression Omnibus (record number: GSE224726). The transcriptome annotation data can be found at GrainGenes (https://wheat.pw.usda.gov/GG3/graingenes-downloads/pepsico-oat-ot3098-v2-files-2021). Genes can be cross-referenced using gene identifiers referred to in Fig. 9 and Supplemental Table S5.

## Supplementary Material

kiad566_Supplementary_Data Click here for additional data file.

# Supplementary material for: Spatiotemporal deposition of cell wall polysaccharides in oat endosperm during grain development
**Source:** Plant Physiol. 2023 Oct 20;194(1):168–89. doi: 10.1093/plphys/kiad566
**Supplement:** kiad566_Supplementary_Data

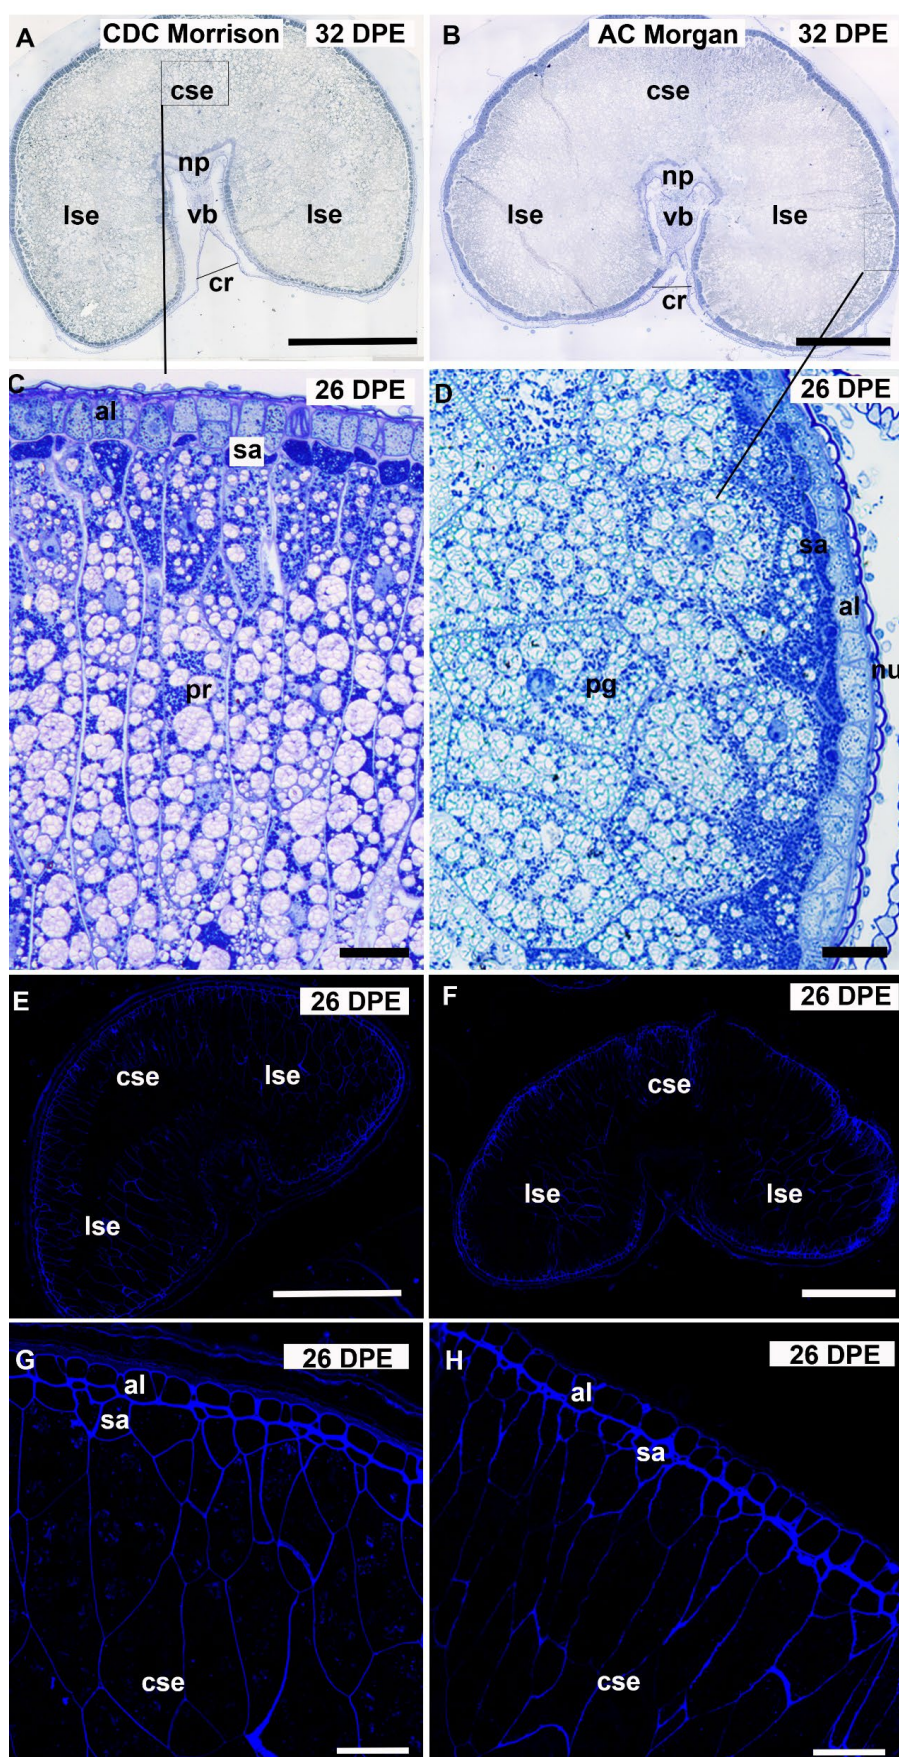

**Supplemental Figure S1; Toluidine Blue and Calcofluor White staining for comparison of oat grain endosperm architecture.** **A.** Whole transverse section of CDC Morrison grain at 32 days post-emergence (DPE). **B.** Whole transverse section of AC Morgan grain at 32 DPE. **C.** 26 DPE endosperm showing the central starchy endosperm region of aleurone, sub-aleurone and prismatic starchy endosperm cells. **D.** Image highlighting the polygonal starchy endosperm cells located in the lobes. **E, F.** Calcofluor White staining of whole **(E)** CDC Morrison and **(F)** AC Morgan grains. Higher magnification image from the central starchy endosperm of **(G)** CDC Morrison and **(H)** AC Morgan. Note the discontinuous staining in the prismatic cells. al, aleurone; cse, central starchy endosperm; lse; starchy endosperm cells in lobes; pg, polygonal cells; np, nucellar projection; nu, nucellus; pr, prismatic cells; sa, sub-aleurone. Scale bar = 1 mm (A, B, E, F), 50  $\mu$ m (C, D, G, H).

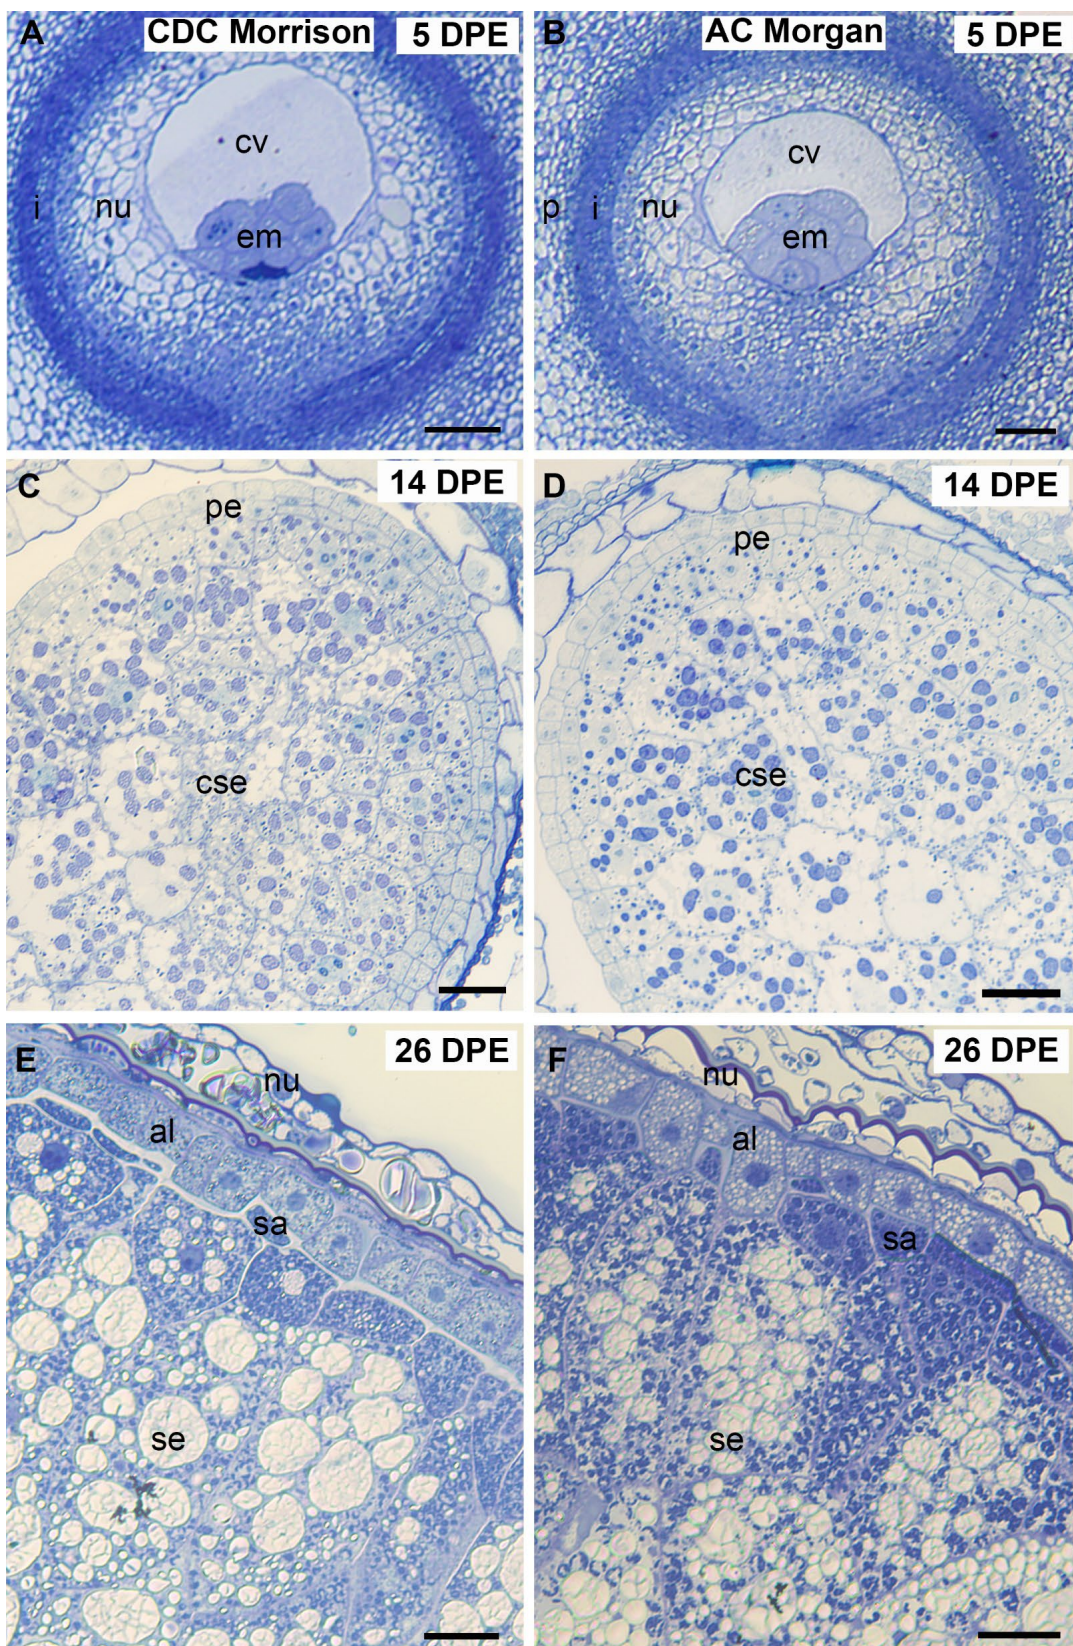

**Supplemental Figure S2: Toluidine Blue staining of sections of CDC Morrison and AC Morgan endosperm at 5, 14 and 26 days post-emergence (DPE) for developmental comparison.** **A.** CDC Morrison grain at 5 DPE. The syncytium is round showing a central vacuole and a multicellular embryo surrounded by maternal tissues. **B.** At 5 DPE, a section of AC Morgan grain displays a very similar developmental stage to **A** with a central vacuole and multicellular embryo. **C.** A section through a 14 DPE, CDC Morrison grain at early differentiation showing 2 to 3 layers of small, peripheral endosperm cells and to the inside larger, starch filled central endosperm cells. **D.** A section through AC Morgan endosperm at 14 DPE displaying an almost identical stage of development to **C**. **E.** A section through a 26 DPE CDC Morrison grain showing fully differentiated aleurone and sub-aleurone layers and starchy endosperm cells. **F.** 26 DPE section of AC Morgan endosperm at the end of the differentiation phase as in **E**. al, aleurone; cse, central starchy endosperm; cv, central vacuole; em, embryo; i, integuments; nu, nucellus; pe, peripheral endosperm; sa, sub-aleurone; se, starchy endosperm. Scale bars = 50  $\mu\text{m}$ .

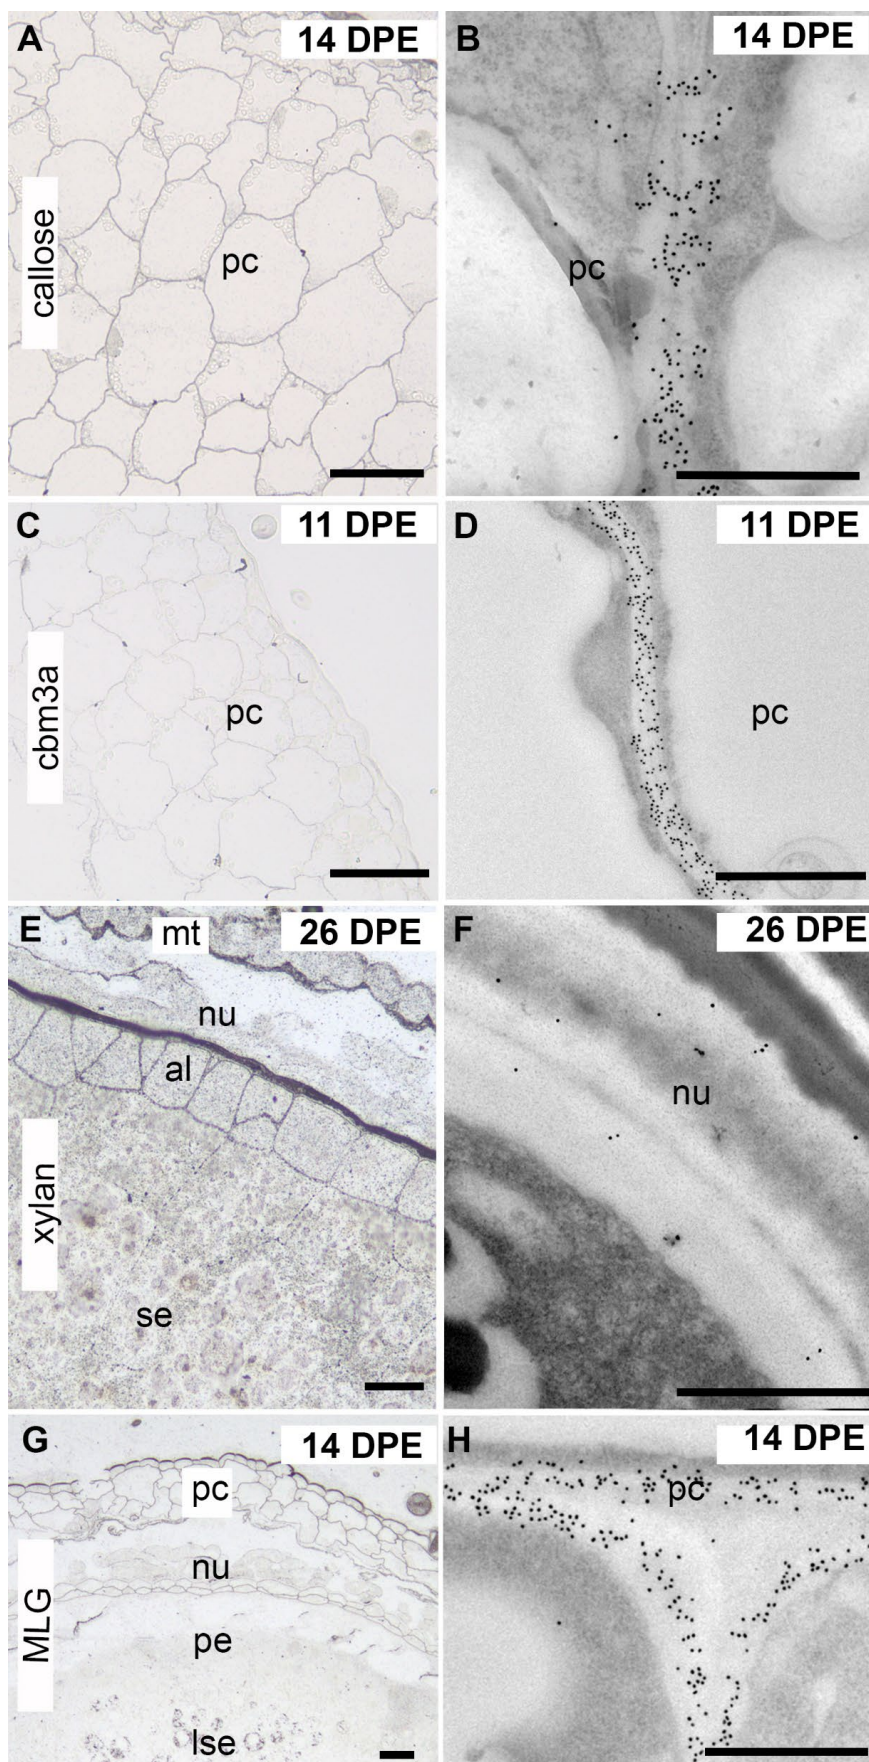

**Supplemental Figure S3 . Positive antibody controls showing immunolabelled maternal tissues.** **A.** At 14 DPE, Silver-Enhanced Light Microscopy (SELM) reveals callose along the cell walls of maternal tissues. However, closer examination with **(B)** TEM reveals that callose is restricted to those areas of wall containing plasmodesmata. **C, D.** At 11 DPE, SELM and TEM show that CBM3a labels the integuments strongly, presumably because it binds to MLG in the maternal walls. **E.** The LM11 antibody labels the maternal tissues and the aleurone walls. **F.** TEM image of LM11 labelling in the nucellar cell walls. **G.** At 14 DPE the MLG antibody labels the maternal tissues but no labelling is present in the endosperm cell walls. **H.** TEM image of pericarp cell walls. al, aleurone; lse, starchy endosperm cells located within the lobes; nu, nucellus; pe, peripheral endosperm; mt, maternal tissues; pc, pericarp; se, central starchy endosperm. Scale bar = 50  $\mu$ m (A, C, E, G), 1  $\mu$ m (B, D, F, H).

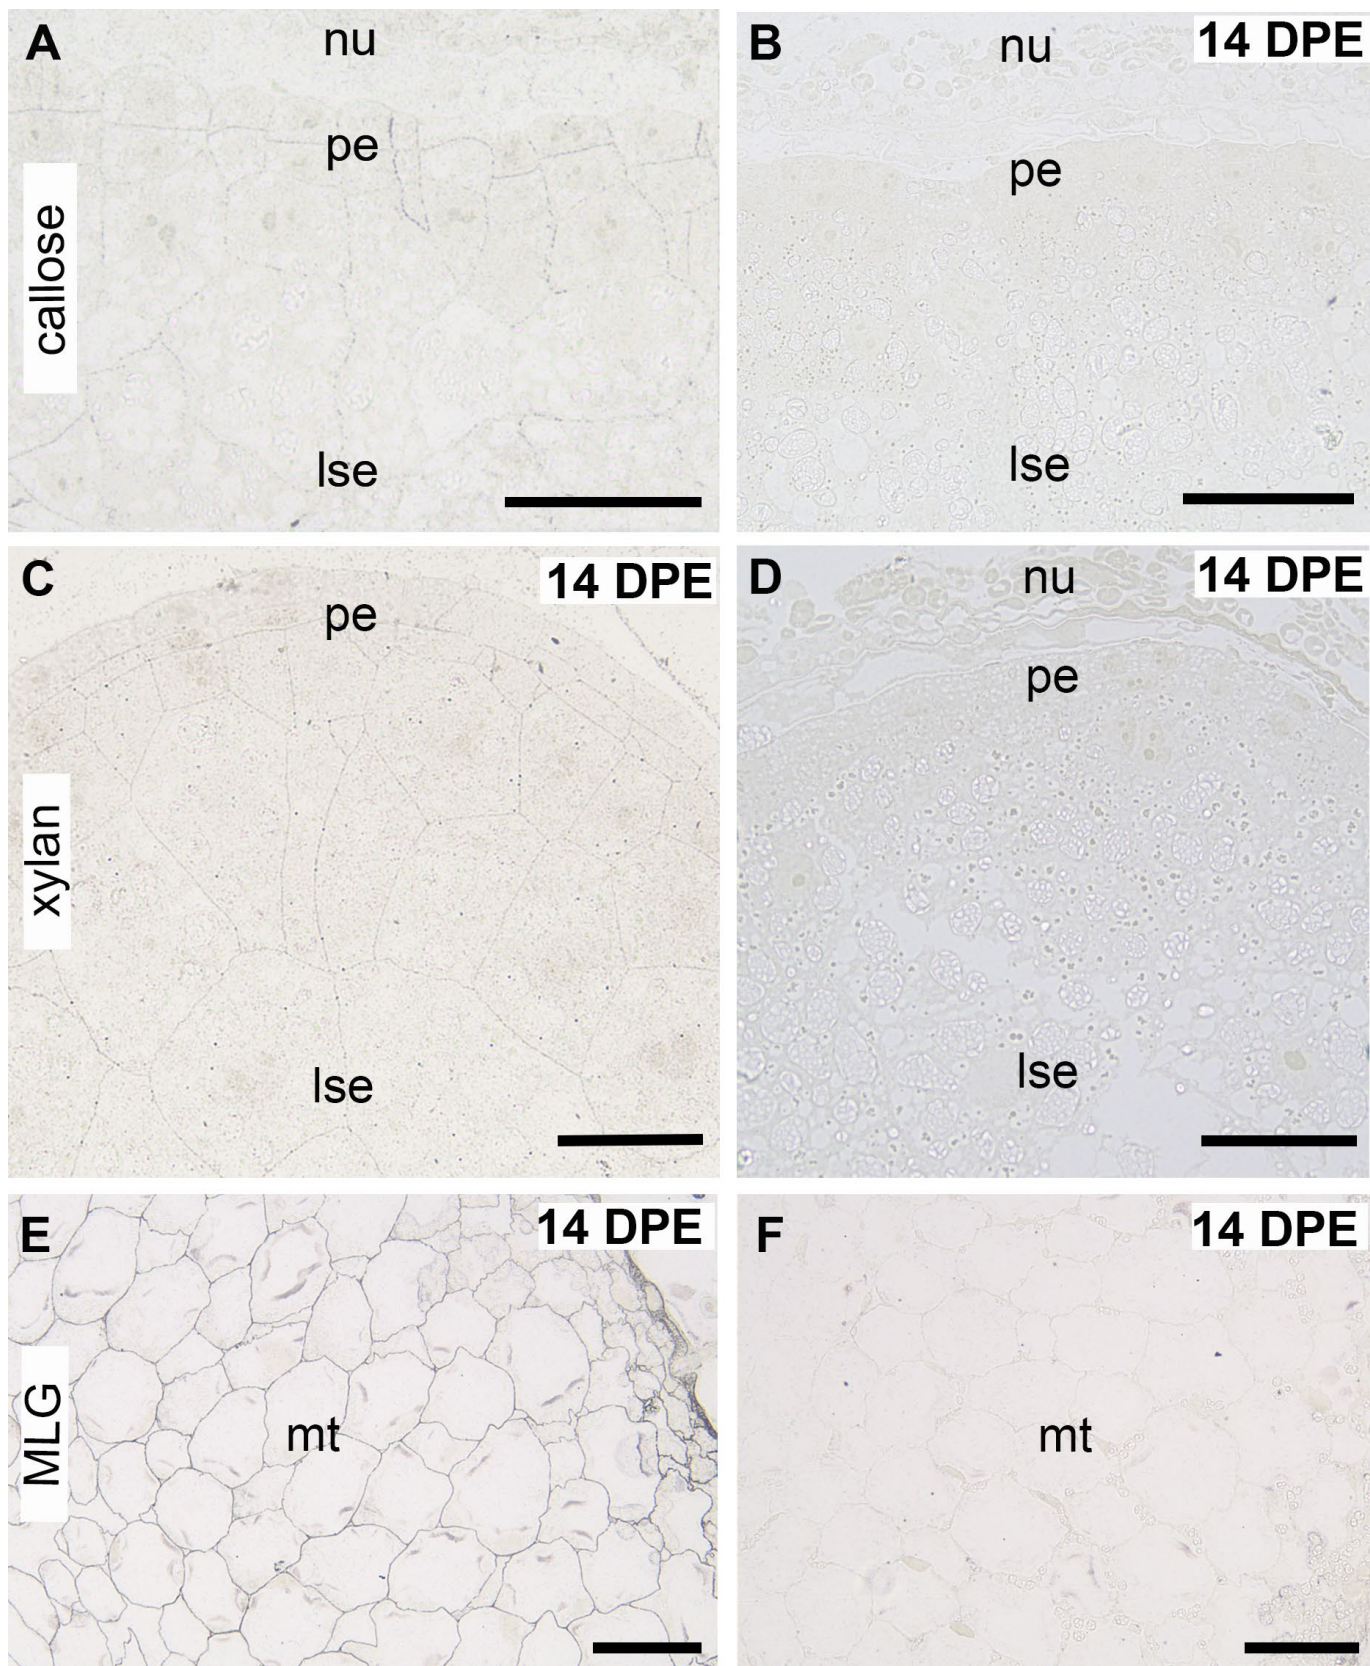

**Supplemental Figure S4: Pre-absorption controls.** **A.** Punctate pattern of callose labelling in 14 days post-emergence (DPE) oat endosperm. **B.** No callose labelling is present when the callose antibody preincubated with laminarin is applied to sections. **C.** Xylan labelling after pre-treatment with arabinofuranosidase in 14 DPE oat sections. **D.** No xylan labelling is present when the LM11 antibody pre-incubated with wheat arabinoxylan is applied to sections. **E.** At 14 DPE, MLG is present in the maternal tissues but is absent when the MLG antibody pre-incubated in barley flour is applied to sections (**F**). lse, starchy endosperm cells located within the lobes; mt, maternal tissues; nu, nucellus; pe, peripheral endosperm. Scale bars = 50 µm.

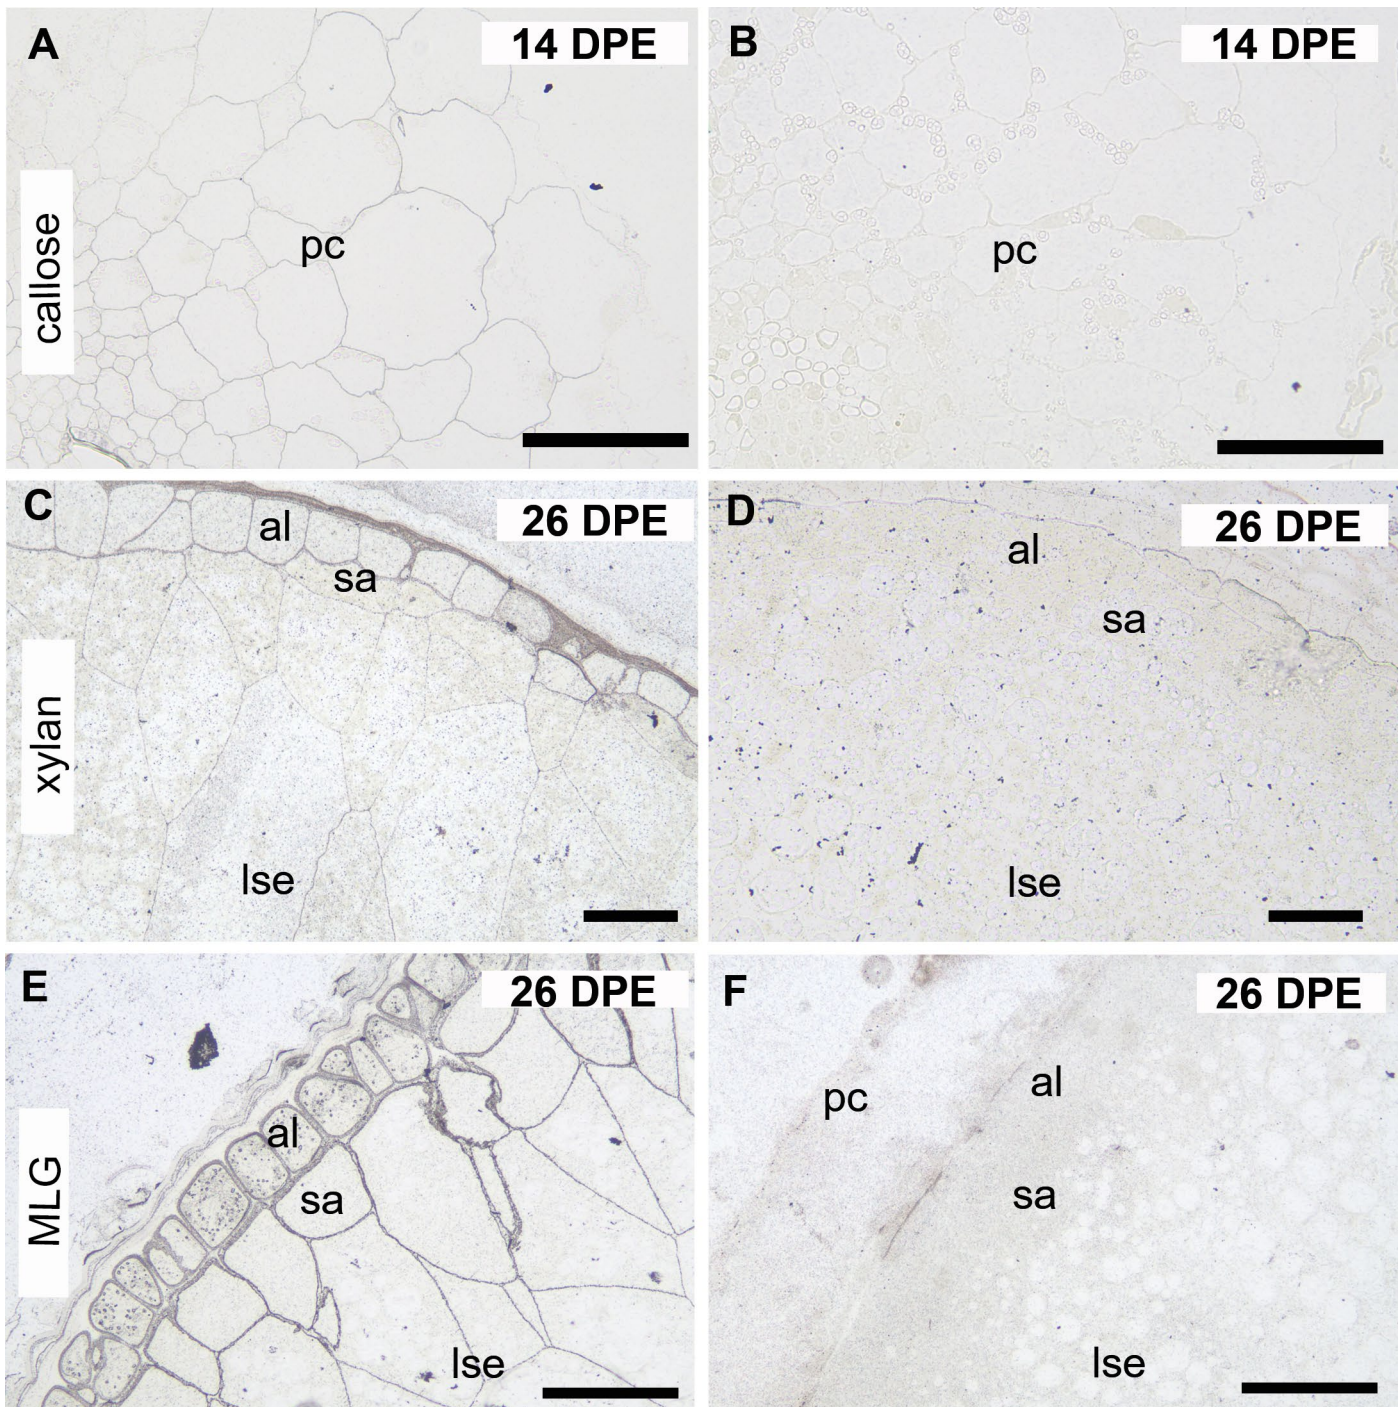

**Supplemental Figure S5: Enzyme controls.** **A.** Callose labelling in the pericarp of 14 days post-emergence (DPE) grain. **B.** No callose labelling is present when sections are pre-treated with endo-β-1,3-glucanase. **C.** Heteroxylan labelling is strong in 26 DPE endosperm after treatment with arabinofuranosidase. **D.** No heteroxylan labelling is present when sections are pre-treated with arabinofuranosidase followed by xylanase. **E.** Mixed-linkage glucan (MLG) labelling is strong across all cell types of the 26 DPE endosperm. **F.** No labelling is present when sections are incubated in lichenase prior to MLG antibody labelling. al, aleurone; lse, starchy endosperm cells located within the lobes; p, pericarp; sa, sub-aleurone. Scale bar = 50 μm (A, B, C, D), 100 μm (E, F).

**Supplemental Table S1: Agronomic and grain quality characteristics of Canadian oat spring varieties CDC Morrison and AC Morgan.** Values are data averages calculated from 16 Canadian and U.S.A. oat variety trial sites utilised by PepsiCo between 2017-2020.

| Traits                                | CDC Morrison   | AC Morgan       |
|---------------------------------------|----------------|-----------------|
| Average yield (kg/ha) *               | 4341.8 ± 875.6 | 5178.0 ± 1255.0 |
| Average days to maturity              | 86.7 ± 9.9     | 91.5 ± 9.1      |
| Average days to heading               | 53.4 ± 3.2     | 54.7 ± 4.0      |
| Average plant height at maturity (cm) | 82.0 ± 12.0    | 92.2 ± 13.2     |
| Average groat (%)                     | 69.6 ± 2.9     | 69.0 ± 3.1      |
| Average thins (%)                     | 4.4 ± 2.5      | 2.5 ± 1.5       |
| 1000 Kernel weight (g) ^              | 35.6 ± 0.5     | 41.8 ± 0.6      |
| Average MLG (%)                       | 5.89 ± 0.43    | 4.35 ± 0.35     |
| Average protein (%)                   | 17.63 ± 2.48   | 14.65 ± 1.83    |
| Average fat (%)                       | 7.11 ± 0.70    | 7.06 ± 0.59     |

\* values derived from small plots within variety trials, adjusted to 13.5% moisture

^ values derived from grain harvested in 2020 from a field site in Nipawin, Saskatchewan, Canada and used in this study

**Supplemental Table S2: Monosaccharide linkage data of ‘popped’ endosperm cell walls of mature grain of CDC Morrison and AC Morgan.**

| Derivative Linkage | CDC Morrison<br>(mol %) | AC Morgan<br>(mol %) |
|--------------------|-------------------------|----------------------|
| t-Glc (p)          | 1.34                    | 1.19                 |
| 1,3-Glc (p)        | 23.18                   | 22.74                |
| 1,4-Glc (p)        | 55.80                   | 55.60                |
| 1,6-Glc (p)        | 0.40                    | 0.68                 |
| 1,4,6-Glc (p)      | 0.06                    | 0.15                 |
| 1,2,6-Glc (p)      | 0.21                    | 0.26                 |
| <b>Total Glc</b>   | <b>80.99</b>            | <b>80.63</b>         |
| t-Xyl (p)          | 0.69                    | 0.92                 |
| 1,4-Xyl (p)        | 7.07                    | 6.72                 |
| 1,3,4-Xyl (p)      | 0.48                    | 0.59                 |
| 1,2,4-Xyl (p)      | 0.35                    | 0.20                 |
| 1,2,3,4-Xyl (p)    | 1.57                    | 1.48                 |
| <b>Total Xyl</b>   | <b>10.16</b>            | <b>9.91</b>          |
| t-Ara (f)          | 4.69                    | 4.45                 |
| 1,5-Ara (f)        | 0.61                    | 0.79                 |
| <b>Total Ara</b>   | <b>5.30</b>             | <b>5.23</b>          |
| t-Gal (p)          | 0.20                    | 0.54                 |
| 1,3-Gal (p)        | 0.35                    | 0.38                 |
| 1,6-Gal (p)        | 0.12                    | 0.03                 |
| 1,3,4-Gal (p)      | 0.29                    | 0.08                 |
| 1,3,6-Gal (p)      | 0.86                    | 1.17                 |
| <b>Total Gal</b>   | <b>1.81</b>             | <b>2.19</b>          |
| 1,4-Man (p)        | 1.49                    | 1.62                 |
| 1,4,6-Man (p)      | 0.14                    | 0.30                 |
| 1,3,6-Man (p)      | 0.02                    | 0.06                 |
| <b>Total Man</b>   | <b>1.65</b>             | <b>1.98</b>          |
| t-GlcA (p)         | 0.09                    | 0.05                 |
| <b>Total GlcA</b>  | <b>0.09</b>             | <b>0.05</b>          |

**Supplemental Table S3: Calculated polysaccharide composition of ‘popped’ endosperm cell walls of mature CDC Morrison and AC Morgan grain.** Calculations are based on the method outlined in Pettolino et al. (2012).

| Polysaccharide                               | Derivative Linkage                                 | CDC Morrison<br>(mol %) | AC Morgan    |
|----------------------------------------------|----------------------------------------------------|-------------------------|--------------|
| <b>Pectin</b>                                |                                                    |                         |              |
| <b>Arabinan</b>                              | 1,5-Ara (f)                                        | 0.61                    | 0.79         |
|                                              | <b>Total Arabinan</b>                              | <b>0.61</b>             | <b>0.79</b>  |
| <b>Type I AG</b>                             | 1,4-Gal (p)                                        | 0.00                    | 0.00         |
|                                              | 1,3,4-Gal (p)                                      | 0.29                    | 0.08         |
|                                              | t-Ara                                              | 0.29                    | 0.08         |
|                                              | <b>Total Type I AG</b>                             | <b>0.58</b>             | <b>0.15</b>  |
| <b>Type II AG</b>                            | 1,3-Gal (p)                                        | 0.35                    | 0.38         |
|                                              | 1,6-Gal (p)                                        | 0.12                    | 0.03         |
|                                              | 1,3,6-Gal (p)                                      | 0.86                    | 1.17         |
|                                              | t-Ara                                              | 0.51                    | 0.63         |
|                                              | t-Gal                                              | 0.20                    | 0.54         |
|                                              | <b>Total Type II AG</b>                            | <b>2.04</b>             | <b>2.75</b>  |
| <b>(1,3) (1,4)-<math>\beta</math>-Glucan</b> | 1,3-Glc (p)                                        | 21.43                   | 20.46        |
|                                              | 1,4-Glc (p)                                        | 49.94                   | 47.68        |
|                                              | <b>Total (1,3) (1,4)-<math>\beta</math>-Glucan</b> | <b>71.37</b>            | <b>68.14</b> |
| <b>Glucuronoarabinoxylan</b>                 | 1,4-Xyl (p)                                        | 7.07                    | 6.72         |
|                                              | 1,2,4-Xyl (p)                                      | 0.35                    | 0.20         |
|                                              | 1,3,4-Xyl (p)                                      | 0.48                    | 0.59         |
|                                              | 1,2,3,4-Xyl (p)                                    | 1.57                    | 1.48         |
|                                              | t-GlcA                                             | 0.09                    | 0.05         |
|                                              | t-Ara                                              | 3.89                    | 3.69         |
|                                              | <b>Glucuronoarabinoxylan</b>                       | <b>13.45</b>            | <b>12.73</b> |
| <b>Glucomannan</b>                           | 1,4-Man (p)                                        | 1.49                    | 1.62         |
|                                              | 1,4-Glc (p)                                        | 0.50                    | 0.54         |
|                                              | <b>Total Glucomannan</b>                           | <b>1.99</b>             | <b>2.17</b>  |
| <b>Xyloglucan</b>                            | 1,4,6-Glc (p)                                      | 0.06                    | 0.15         |
|                                              | 1,4-Glc (p)                                        | 0.06                    | 0.15         |
|                                              | t-Xyl                                              | 0.06                    | 0.15         |
|                                              | <b>Total Xyloglucan</b>                            | <b>0.17</b>             | <b>0.44</b>  |
| <b>Cellulose</b>                             | 1,4-Glc                                            | 4.12                    | 4.76         |
|                                              | <b>Total Cellulose</b>                             | <b>4.12</b>             | <b>4.76</b>  |
| <b>Callose</b>                               | 1,3-Glc (p)                                        | 1.75                    | 2.28         |
|                                              | <b>Total Callose</b>                               | <b>1.75</b>             | <b>2.28</b>  |
|                                              | <b>Total</b>                                       | <b>96.08</b>            | <b>94.21</b> |

**Supplemental Table S4: Cell wall antibody probes, substrates and cell wall degrading enzymes used in this study.**

| Target polysaccharide           | Primary antibody                    | Antibody dilution | Antibody source | Antibody substrate                                                                 | Antibody substrate source | Enzyme used to remove target polysaccharide                                                                                                             | Enzyme source |
|---------------------------------|-------------------------------------|-------------------|-----------------|------------------------------------------------------------------------------------|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| Callose                         | (1,3)- $\beta$ -D-glucan, 400-2     | 1:50              | Biosupplies     | Laminarin ( <i>Laminaria digitara</i> )<br>Curdlan ( <i>Alcaligenes faecalis</i> ) | Sigma<br>Megazyme         | (1,3)-endo- $\beta$ -D-glucanase ( <i>Trichoderma</i> sp.), E-LAMSE                                                                                     | Neogen        |
| MLG                             | (1,3;1,4)- $\beta$ -D-glucan, 400-3 | 1:500             | Biosupplies     | Barley flour                                                                       | Neogen                    | Lichenase ((1,3; 1,4)-endo- $\beta$ -D-glucanase) ( <i>Bacillus subtilis</i> ), E-LICHN                                                                 | Neogen        |
| Arabinoxylan                    | LM11                                | 1:10*             | Kerafast        | Wheat flour arabinoxylan                                                           | Biosupplies               | (1,4)-endo- $\beta$ -xylanase M3 ( <i>Trichoderma longibrachiatum</i> ) E-XYTR3<br>$\alpha$ -L-arabinofuranosidase ( <i>Aspergillus niger</i> ) E-AFASE | Neogen        |
|                                 |                                     | 1:100*            | Biosupplies     |                                                                                    |                           |                                                                                                                                                         |               |
| Xyloglucan                      | LM15                                | 1:10              | PlantProbes     | Tamarind xyloglucan                                                                | Neogen                    | -                                                                                                                                                       | -             |
| Cellulose                       | CBM3a                               | 1:50              | PlantProbes     | Carboxymethyl cellulose                                                            | Neogen                    | -                                                                                                                                                       | -             |
| Mannan                          | (1,4)- $\beta$ -D-mannan            | 1:50              | Biosupplies     | Guava galactomannan                                                                | Neogen                    | -                                                                                                                                                       | -             |
| Arabinogalactan proteins (AGPs) | JIM8                                | 1:10              | CarboSource     | -                                                                                  | -                         | -                                                                                                                                                       | -             |
| Homogalacturonan                | LM19                                | 1:10              | Kerafast        | -                                                                                  | -                         | -                                                                                                                                                       | -             |
|                                 | JIM7                                | 1:10              | CarboSource     | -                                                                                  | -                         | -                                                                                                                                                       | -             |

\* LM11 antibody sourced from different suppliers was used at different dilutions

## **Supplemental Materials & Methods:**

### **Milling of oat grains**

Whole oat grains harvested in 2020 from a field site in Nipawin, Saskatchewan, Canada were heated in an oven at 130 °C for 90 min. After cooling, the grains were dehulled by placing small batches onto a piece of coarse sandpaper and rubbing them with a sandpaper-covered wooden block. The outer layers of the grains were removed by sieving through a 1 mm sieve. The dehulled grains were then pearled in batches of ~20 g with a Seedburo 109B/C Barley Pearler set to continuous pearling for 40 sec. During this process, a large proportion of grains were broken and some parts of the outer (brown) layers were retained, mostly within the crease. The abraded grains were then milled extensively with a DeLonghi conical burr coffee grinder (#KG521.M) on the finest setting such that the resulting flour passed through a 500 µm sieve.

### **Nutritional analyses of oat grain flour**

To determine MLG content, oat flour (< 500 µm particle size) was used as input into the Mixed Linkage  $\beta$ -Glucan Assay kit (K-BGLU, AACC Method 32-23.01, AOAC Method 995.16) (Megazyme Int., Bray, Ireland). A modified version of the assay based on the method described by McCleary and Codd (1991) was used to analyze isolated cell wall samples (15 mg).

Oat flour starch was quantitated using the Total Starch Assay kit (K-TSTA, AACC Method 76-13.01) (Megazyme), following the manufacturer's instructions. For each sample, assays were performed in duplicate. A small-scale version of the same assay was used to quantitate starch in isolated cell walls (10 mg). Barley and oat flour were included as controls under the same assay conditions.

Total dietary fiber content was determined following the protocol described for the Available Carbohydrates and Dietary Fiber kit (K-ACHDF, AOAC TDF Method 991.43, Megazyme), with some modifications. The amount of starting material was reduced to approximately 250 mg flour (< 500 µm particle size) for each assay with proportionally reduced volumes used thereafter. In addition, the  $\alpha$ -amylase digestion step was performed at 80°C not 100°C. For each sample, assays were performed in triplicate.

Protein content of the oat grain flour was determined by the Australian Proteome Analysis Facility (APAF, Macquarie University, NSW, Australia) by liquid hydrolysis in 6 M HCl for 24 h. Each assay was performed in triplicate (1 g of flour fraction per replicate) with technical duplicates.

### **MLG quantification by HPAEC-PAD analysis**

For MLG quantification and DP3:DP4 determination, 10 mg of isolated cell walls was resuspended in 1.6 ml 20 mM sodium phosphate buffer pH 6.5, incubated at 90°C for 30 min, cooled and then digested with 2 U lichenase (E-LICHN, Megazyme) for 1.5 h at 50°C whilst shaking at 1000 rpm in an Eppendorf Thermomixer® C. The reactions were precipitated with four volumes of 100% ethanol overnight at -20°C before centrifugation at 15,000 g for 10 min. The resulting supernatant containing the released oligosaccharides was dried under a stream of nitrogen gas and resuspended in 200 µL ultra high quality (UHQ) water. Released oligosaccharides were separated on a CarboPac PA 200 column (Dionex) equilibrated with 25 mM NaOAc in 0.14 M NaOH by high performance anion exchange chromatography with pulsed amperometric detection (HPAEC-PAD) using a Dionex ICS-5000+ (Thermo Fisher Scientific). Oligosaccharides were eluted at 0.45 min/mL with a linear gradient of NaOAc from 25 mM to 275 mM in 0.14 M NaOH over 16 min and quantified from peak area (nC min) using Chromeleon™ 7.2.6 Chromatography Data System software (Thermo Fisher Scientific), with lichenase-digested barley flour supplied in the Mixed linkage  $\beta$ -Glucan Assay kit (K-BGLU, Megazyme) used as a standard under the same chromatographic conditions.

## **Collection of oat endosperm**

Endosperm from oat grains was collected based on the method described by Gartaula et al. (2017) with some minor modifications. Briefly, oat grains were heated in an oven at 130 °C for 90 min to inactivate enzymes. After cooling, grains were soaked in excess water in a beaker (200 mL/100 g grains) and kept in a refrigerator (4 °C) for 5 d and 16 h (CDC Morrison) / 7 d (AC Morgan), with the water changed daily. To collect endosperm tissue, the distal (beard) end of each grain was carefully cut with scissors. The proximal (germ) end was then pressed so that the white endosperm 'popped' out from the grain. Popped endosperm tissue was collected in screw-capped sputum cups and kept on ice.

## **Preparation of cell walls from popped endosperm**

### *Cell wall isolation*

To obtain pure endosperm cell walls, popped endosperm tissue was thoroughly ground in a mortar and pestle and then transferred to a beaker. A minimum amount of 70% v/v ethanol containing 1% w/v SDS was added and then stirred using a magnetic stirrer on a hot plate (37 °C, 500 rpm) for 60 min. The mixture was then subject to wet sieving through a 50-micron nylon mesh to remove any undisrupted tissue, as well as to remove as many starch granules as possible before gelatinisation and enzyme digestion.

### *Starch gelatinisation & enzyme digestion*

The endosperm slurry was centrifuged at 3200 *g* for 10 min and supernatant discarded. The pellet was washed 3 times with cold (4 °C) 1x PBS buffer (pH 7.2) and centrifuged (4 °C, 3200 *g*, 10 min) between each wash. A minimal amount of PBS buffer (pH 7.2) was added to the residue following the washes and mixed thoroughly by hand to ensure there were no clumps. The slurry was then heated to 100 °C on a hot plate for 30 min to gelatinise the starch and denature proteins. Thermostable  $\alpha$ -amylase (Megazyme, EBLAAM, 50  $\mu$ l per gram residue) was added, followed by incubation at 70 °C (with magnetic stirring at 200 rpm) for 4 h. The slurry was equilibrated to 60 °C, then protease (P4860, Sigma-Aldrich, 60  $\mu$ l per gram) and amyloglucosidase (Megazyme, E-AMGDF, 100  $\mu$ l per gram) added, followed by further incubation at 60 °C (with magnetic stirring at 200 rpm) for 4 h to hydrolyse proteins and residual starch oligosaccharides, respectively. Before proceeding, starch content was examined by staining a droplet of the slurry with iodine/KI stain under an Olympus light microscope (Tokyo, Japan). If starch was detected, as identified by blue coloration, the enzyme digestion was repeated until no starch was evident.

### *Alcohol precipitation*

The slurry was cooled, concentrated in a rotary evaporator to a small volume and then passed through a 20-micron nylon mesh under 80% v/v ethanol to remove smaller particulate matter. Four volumes of 100% ethanol was added, and the mixture stored overnight at -20 °C. Following centrifugation at 3200 *g* for 5 min at 4 °C, the supernatant was discarded, and the pellet washed twice with cold 100% ethanol. As a final step, the cell walls were air-dried in a vacuum oven with silica beads at room temperature prior to further analysis.

## **Callose analysis**

Callose content was estimated using a modified method based on the Mixed Linkage  $\beta$ -Glucan Assay Kit (K-BGLU, AACC Method 32-23.01, AOAC Method 995.16). One milligram of isolated cell walls was resuspended in 200 mM sodium acetate buffer (pH 5) and boiled for 10 min, followed by sonication for 20 min. Enzymatic digestion with endo-(1,3)- $\beta$ -glucanase (E-LAMHV, Megazyme) was conducted in an Eppendorf Thermomixer® C (40 °C, 2000 rpm for 24 h). Digestions were stopped by heating samples to 90 °C for 15 min. Laminarin and curdlan (Sigma-Aldrich) were included as controls under the same conditions.

### **Cellulose analysis (Acetic/Nitric acid assay)**

A small-scale estimation of the amount of crystalline cellulose in endosperm cell walls was conducted in duplicate using the method of Updegraff (1969) but determined by weight (100 mg samples) instead of a colorimetric assay.

### **Monosaccharide linkage analysis**

The polysaccharide composition of 'popped' oat endosperm cell walls was performed following the protocol described by Pettolino et al. (2012). Briefly, 10 mg of duplicate samples were subjected to carboxyl reduction to distinguish neutral and acidic sugars followed by two rounds of methylation prior to trifluoroacetic acid (TFA) hydrolysis and NaBD<sub>4</sub> reduction, and finally acetylation to generate partially methylated alditol acetates (PMAAs). These were then separated and quantified by GC-MS (Agilent, 7890B-5973) using a high polarity BPX70 column. Polysaccharide composition was deduced as described by Pettolino et al. (2012) with 1,3-Glcp first assigned to callose according to the (1,3)- $\beta$ -glucan assay results (see Callose analysis) and the remainder to MLG. Similarly, 1,4-Glcp was first assigned to cellulose and starch based on the outputs of acetic/nitric acid and starch assays, respectively.

### **Bibliography**

- Gartaula G, Dhital S, Fleming D, Gidley MJ** (2017) Isolation of wheat endosperm cell walls: Effects of non-endosperm flour components on structural analyses. *Journal of Cereal Science* **74**: 165-173
- McCleary BV, Codd R** (1991) Measurement of (1  $\rightarrow$  3),(1  $\rightarrow$  4)- $\beta$ -D-glucan in barley and oats: A streamlined enzymic procedure. *Journal of the Science of Food and Agriculture* **55**: 303-312
- Pettolino FA, Walsh C, Fincher GB, Bacic A** (2012) Determining the polysaccharide composition of plant cell walls. *Nature Protocols* **7**: 1590-1607
- Updegraff DM** (1969) Semimicro determination of cellulose in biological materials. *Analytical Biochemistry* **32**: 420-424

How the deposited data were processed for this re-analysis (not part of the article)

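Gene expression was measured by RNA-seq in whole developing grain of the oat cultivars CDC Morrison and AC Morgan (48 libraries, 8 time points, 3 replicates) and, in the same series, in embryo and endosperm of germinating grain at 0, 3, 6, 24 and 48 h (60 libraries, 3 replicates), which the paper does not report. For each of these 2 experiments the authors deposited a table of estimated counts per gene, made by trimming the reads, removing rRNA reads, quantifying with Salmon against the OT3098 v2 transcriptome and summing to genes with tximport. These estimated counts are neither normalized nor filtered, and each table covers 68572 genes. The authors also deposited tables of normalized values on a log2-like scale, after the variance-stabilizing transformation of DESeq2, with 61478 genes in developing grain and 61140 in germination. Versions of the read-processing tools are not given in the sources used here. The samples were grouped by cultivar, tissue and time as the sample labels and the paper give them, and all 108 could be placed.

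In developing grain, 47 of the 48 libraries were used first. The design written before the data were examined named the 47 libraries of Supplemental Table S5, read there by the column headings as replicates 1 and 2 of CDC Morrison at 10 DPE. The table's values, 48 of 48 at 2 decimals, are those of replicates 2 and 3, and the normalized table also lacks replicate 1. The set used was therefore changed from replicates 1 and 2 to replicates 2 and 3. This change was made after the data, and a first fit with replicates 1 and 2, had been seen. Replicates 1 and 2 became an added alternative, and all 48 libraries were a planned one.

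The deposited estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes with a count of at least 5 in at least 5% of the libraries were kept, a reading of the paper's filter, which left 62030 genes in developing grain and 62447 in germination. Libraries were scaled by TMM. One fit per experiment (16 and 20 groups) was made with trended dispersion, and contrasts were tested with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes of the contrast, at 0.05. Contrasts were CDC Morrison minus AC Morgan at each time point, over the mean of the 8 time points and over the mean of 15, 20 and 25 DPE, the difference in rise from 15 to 25 DPE, early (5, 10 and 15 DPE) against late time points within each cultivar, and the interaction of cultivar and time point. In germination they were CDC Morrison minus AC Morgan over the 5 time points in each tissue, and 48 h minus 0 h in endosperm. CPM values are after TMM scaling. Replicate 1 of CDC Morrison at 10 DPE, where its own values are given, is in estimated counts. Exact and sampled (100000 resamples) permutation tests reassigned the cultivars within time points on log2 CPM with a prior count of 2. These tests and the variances of the authors' deposited normalized log2-like values were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

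The genes named are the 24 of Fig. 9 (20 CSLF, CSLH1 and GUB2 genes and 4 control genes, whose figure and table had been seen before this rule was written) and, for each of the 2 comparisons of all genes, the 2 genes higher and the 2 lower in CDC Morrison with the smallest p among those past the threshold whose libraries did not overlap between cultivars at any time point of the contrast. Names of genes outside Fig. 9 are matches to proteins of other species in the deposited tables, and positions in the genome were not analysed here.

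Total counts per library were 11235846 to 30846412 in the 47 libraries of developing grain (median 23528372) and 3895703 to 39871377 in germination (median 13005868). The 10 most abundant genes took 1.04 to 27.3% of the counts in developing grain and 0.951 to 40.5% in germination. No pair of replicates differed by as little as the sampling noise: the variance of their counts was at least 10.8 times that of counting error in developing grain and at least 2.52 times in germination. The test was tried on simulated counts drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. It recovered 75.0% of them at 15 DPE, 73.5% at 30 DPE, 98.0% in the mean of 15, 20 and 25 DPE and 95.0% in the mean of the 8 time points (61499 genes), and 97.5% in embryo and 93.5% in endosperm (61911 genes). All genes were simulated with 1 fixed dispersion, and the changed genes were picked among those above a minimum mean count. These shares do not give the recovery of weakly expressed genes or of genes with a larger dispersion.

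Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors, library size alone, no filter, the filterByExpr filter, a replicate block, all 48 libraries, limma 3.58.1 on the authors' deposited normalized values, the paper's Tukey test on these values, a separate fit per time point, summed homeologs, other time windows, a fold change of at least 2, other measures of variance, and leaving out each library. Added after the data were seen were CDC Morrison 10 DPE replicates 1 and 2, the Tukey test without a further adjustment, libraries thinned to the smallest total (11235677 counts in developing grain and 3895531 in germination) removal of the 50 most abundant genes with scaling by library size alone, and the contrasts of 30 DPE and of the mean of 15, 20 and 25 DPE with the mean of the other time points. Gene length and GC content were not analysed here.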

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

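For the comparisons below, regrouping the libraries at random was set as a test before the data were examined. What each test would show, the choice of 30 DPE, and the tests of thinned libraries, of abundant genes, of shared direction between tissues, of the change from the other time points and of developmental timing were written only after the results had been seen.

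The paper analyses a short list of genes. Across all 62030 genes tested, 14483 differed between the cultivars in the mean of 15, 20 and 25 DPE (7054 higher in CDC Morrison, 7429 in AC Morgan), and 21492 in the mean of the 8 time points (10485 and 11007), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes picked by rule include AVESA.00001b.r3.1Cg0001261, higher in CDC Morrison by 7.80 in the window (76.1 ± 10.9 against 0.396 ± 0.257 CPM, n = 9 each) and by 9.03 over the 8 time points, AVESA.00001b.r3.6Cg0001905, a match to mouse FGGY carbohydrate kinase domain-containing protein, higher by 4.49 in the window, and AVESA.00001b.r3.7Cg0000787, higher by 12.44 over the 8 time points. AVESA.00001b.r3.7Dg0002756, a match to Arabidopsis FREE1, was lower by -9.29 and -8.93, and AVESA.00001b.r3.3Cg0000826, a match to a protein of a bacterium (USF_AQUPY), by -4.40 and -4.29. Chance is argued against for both counts: on 3000 genes drawn at random, the real assignment of cultivars was the only 1 of 60 with a count as large. A share of 1 in 60 is the smallest this test can give. Depth alone is argued against, since 82.3% of the 14483 genes and 86.7% of the 21492 still passed after every library was thinned to the smallest total. A few abundant genes are argued against in the same way, with 95.4% and 87.1% still passing after the 50 most abundant genes were removed. The split between the cultivars depends on the scaling: with these genes removed and scaling by library size alone, 6393 of 14605 genes were higher in CDC Morrison in the window and 7731 of 22700 over the 8 time points. Sequence differences between the cultivars and the reference, which would change how many reads are assigned to a gene in every tissue, stay open. Of the genes past the threshold both in the window and in germinating embryo, 93.9% had the same sign. Over all genes tested, 5346 passed in the difference in the window minus that over the other 5 time points, more than a fixed loss of reads would give at this threshold, but reads assigned to another homeolog with its own time course were not tested across all genes. Heritable differences in expression predict the shared sign too, so the 2 cannot be told apart with a count table of one reference.

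At 30 DPE, 22431 genes differed, 10540 higher in CDC Morrison and 11891 in AC Morgan, compared with 15943 at 10 DPE and between 5835 and 8306 at each of the other 6 time points (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Single libraries moved some of these counts. At 30 DPE the count was 15913, 15767 and 26921 without CDC Morrison 30 DPE replicate 1, 2 and 3 in turn. At 20 DPE it was 5419 in place of 8306 without CDC Morrison 20 DPE replicate 3. At 10 DPE leaving out a CDC Morrison library leaves 1, too few for a count. The order of 10 and 30 DPE depends on the fit. A separate fit per time point gave 19737 genes at 10 DPE and 3383 at 20 DPE. At 30 DPE it gave 15464, with 8371 higher in CDC Morrison and 7093 in AC Morgan. The difference between the cultivars also changed over time for 17138 genes by the test of the interaction of cultivar and time point, 6 of them among the 20 genes of Fig. 9. For the interaction chance is argued against, with the real assignment the only 1 of 60 with a count as large, and 78.8% of these genes still passed after thinning, 3 of the 6 genes of the list among them. With 3 libraries against 3 there are 10 ways to divide the 30 DPE libraries, and the real one alone gave as large a count (1 of 10), which is too few to exclude chance for that time point by itself. After thinning 87.2% of the 30 DPE genes still passed and after removal of the most abundant genes 87.3%, which argues against both as the whole cause, although with that removal and scaling by library size alone 7724 of 22206 genes were higher in CDC Morrison, a smaller share than with TMM or with library size alone and no removal (50.2%). Sequence differences stay open. A fixed loss of reads would act at every time point alike, and over all genes tested 11693 passed in the difference at 30 DPE minus that over the other 7 time points, more than such a loss would give at this threshold. How many of the 22431 genes that covers was not estimated. Of the 22431, 17.3% (15 DPE) to 24.0% (10 DPE) also passed with the same sign at another time point. With the opposite sign 2495 passed at 10 DPE and 68 to 213 at the others. This argues against a fixed loss as the whole cause, though a gene can also miss the threshold for want of power. Reads assigned to another homeolog with its own time course were not tested across all genes. Of the genes past the threshold both at 30 DPE and in germination, 77.8% had the same sign in embryo and 84.3% in endosperm. Heritable expression predicts shared signs as well. For genes with a shared sign the 2 therefore cannot be told apart here either, for want of a reference of each cultivar.

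A candidate explanation is that CDC Morrison grain of 30 DPE was further along in development than AC Morgan grain of 30 DPE. It predicts that the difference has the sign of the change over time, and of the 15852 genes past the threshold both in the difference at 30 DPE and in the change from 25 to 35 DPE in AC Morgan, 15270 (96.3%) did. That change shares no AC Morgan library with the difference. All 7 genes of Fig. 9 past the threshold at 30 DPE, which are CSLH1, CSLF7, CSLF2 and GUB2 genes, had that sign too, so these calls are open to the same explanation. Against AC Morgan 35 DPE, 3 of the 20 genes differed from CDC Morrison 30 DPE, and against AC Morgan 40 DPE 2. For CSLF7_3Dg0002125 the CDC Morrison libraries of 30 DPE (11.1 to 20.7 CPM) lay above every AC Morgan library of the 8 time points (at most 8.43 CPM), so a lead alone would need AC Morgan to reach that level at a time that was not sampled. The correlation across 10000 genes of the mean profile, centred on its own cultivar's mean, was highest between CDC Morrison 30 DPE and AC Morgan 40 DPE (0.658; genes are not independent replicates). An exchange of the CDC Morrison libraries of 30 and 35 DPE is argued against: the CDC Morrison 35 DPE profile would then match AC Morgan 30 DPE, and their correlation was 0.0583. CDC Morrison 30 DPE differed from AC Morgan 35 DPE in 8455 genes and from AC Morgan 40 DPE in 7810, which a lead in development and grain collected at a later stage than its label predict alike, so these cannot be told apart. Whether there was a lead over the whole course stays open. The share of genes with the sign of the change over time in AC Morgan was 84.3% at 10 DPE (5 of 5 genes of Fig. 9) and 87.5% at 20 DPE, which a lead predicts, 63.2% at 15 DPE and 62.6% at 25 DPE, and 51.6% at 35 DPE. Of the genes of Fig. 9 past the threshold in both, 1 of 1 had that sign at 20 DPE, 3 of 3 at 25 DPE and 1 of 1 at 35 DPE. These calls are therefore open to a lead too. With the change taken in CDC Morrison it was 75.7% at 10 DPE, 80.6% at 15, 87.7% at 20, 62.5% at 25, 96.9% at 30 and 62.2% at 35 DPE. The mean profiles of CDC Morrison at 5, 10, 15, 20 and 25 DPE correlated most with AC Morgan of the same time point (0.760, 0.569, 0.577, 0.395 and 0.227), where a lead of 5 days would put the highest value at the next one. Taken from AC Morgan, 10 DPE correlated most with CDC Morrison 5 DPE (0.701), 20 DPE with 15 DPE (0.564, and so for each of its 3 libraries) and 30 DPE with 25 DPE (0.168; 2 of its 3 libraries), as a lead of 5 days predicts, while 5, 15, 25 and 40 DPE correlated most with the same time point and 35 DPE with CDC Morrison 40 DPE (0.698). CDC Morrison 20 DPE replicates 1, 2 and 3 correlated most with AC Morgan 20, 15 and 25 DPE. A cultivar difference in the pace of grain filling stays open as the biological explanation and was not tested. By microscopy the paper reports nearly the same cellular events at very similar times in both cultivars. The sections it shows for that comparison stop before 30 DPE. In its field trials CDC Morrison had earlier averages of heading and of maturity, with spreads wider than the differences.

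Of the 20 genes of Fig. 9, 7 differed between the cultivars in germinating embryo over the mean of the 5 time points, 5 higher in CDC Morrison and 2 in AC Morgan. They include all 3 GUB2 genes, with log2 fold changes of 1.70 for GUB2_1Ag0001279, 2.05 for GUB2_1Ag0002790 and 2.47 for GUB2_1Dg0001299. In germinating endosperm 5 differed, 3 higher in CDC Morrison and 2 in AC Morgan, and 4 adjusted over the list alone. From 0 to 48 h in endosperm, 11 changed, 4 up and 7 down, with the GUB2 genes rising by 10.47, 8.85 and 8.27 on the log2 scale in the same order. The test is edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Chance is argued against for these 3 counts, as the real assignment was the only 1 of 60 with a count as large. For the change from 0 to 48 h, however, another regrouping gave 10 genes against the real 11. The embryo count went down to 4 without CDC Morrison embryo 3 h replicate 2 or without CDC Morrison embryo 24 h replicate 2. In CDC Morrison embryo, replicate 1 stood apart from replicates 2 and 3 at each hour. The embryo libraries may therefore not be independent across the 5 time points, as the test takes them to be. Depth is argued against as the whole cause: after thinning, 4 of the 7 genes in embryo and 5 of the 5 in endosperm still passed in the same direction, and the smallest of the 3 GUB2 rises was 8.35. With the most abundant genes removed, the smallest GUB2 rise was 8.52. Among the calls lost in embryo by thinning was GUB2_1Ag0002790 (adjusted p = 0.135). The GUB2 rise is consistent with the lichenase role that the gene's name gives it, and no biological explanation of the cultivar differences was tested.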

How the results depend on the processing

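The alternatives named in the processing summary as set before the data were examined gave the values below, except those from replicates 1 and 2 of CDC Morrison at 10 DPE, the Tukey test without further adjustment, thinning and removal of abundant genes, which were chosen after seeing the data. Over these settings, 507 of 555 values of single genes kept their direction and their side of the threshold, 47 lost the call and 1 gained it, and none reversed. Of 172 values of summary results, 152 stayed within 1.5 times the reported one and 20 did not. With 1 library left out, 752 of 797 values of single genes kept direction and side, 42 lost the call, 1 gained it and 2 reversed, and 455 of 467 summary values stayed within 1.5 times.

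Of these 47 lost calls, most came from the Tukey test with or without further adjustment. Thinning lost CSLH1_2Dg0003695 at 20 DPE (adjusted p = 0.110), CSLF7_3Dg0002125 (0.0641) and CSLH1_2Ag0001132 (0.0989) at 25 DPE, CSLF8_2Dg0002573 over the 8 time points (0.0840), GUB2_1Ag0001279 in the window (0.0689) and GUB2_1Ag0002790 in embryo (0.135). DESeq2 lost CSLF3_2Dg0002575 at 10 DPE (adjusted p = 0.235), CSLF2_2Dg0002574 at 30 DPE (0.0674) and GUB2_1Ag0002790 at 30 DPE (0.0518), and the others came from limma, separate fits, replicates 1 and 2 and, for CSLF8_2Dg0002573 over the 8 time points (0.0566), library size alone. Outside these values, thinning also lost CSLF7_3Dg0002125 in the window (0.0999) and, in embryo, CSLF3_2Ag0000008 and CSLF8_6Dg0001363.

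The 19 comparisons past the threshold became 4 with the paper's Tukey test (3 higher in CDC Morrison, 1 in AC Morgan) and 9 with that test without further adjustment (7 and 2). The 7 comparisons higher in AC Morgan became 4 with CDC Morrison 10 DPE replicates 1 and 2 and 11 with limma. The 3 genes past the threshold in the mean of the 8 time points became 6 with limma and 2 after thinning, the 3 comparisons at 25 DPE 1 after thinning, and the 2 GUB2 genes in the window 1 after thinning, in which GUB2_1Ag0001279 had an adjusted p of 0.0689. Requiring a fold change of at least 2 left 7488 of the 14483 genes in the window and 7062 of the 21492 over the 8 time points, as that alternative passes fewer genes by its construction. The highest rank by variance among the 4 control genes, 5, became 60 on log2 CPM, 66 without 5 DPE, 15 without 10 DPE, 10 without 15 DPE, 16 without 20 DPE, 8 without 25 DPE, 13 without 30 DPE and 13 without 40 DPE. Apart from the fold change, the cause was not tested.

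Over the left-out libraries the comparisons past the threshold ranged from 15 to 24 (9 to 17 higher in CDC Morrison, 3 to 12 in AC Morgan). The 3 came without CDC Morrison 10 DPE replicate 2, 4 without its replicate 3, and the 12 without CDC Morrison 30 DPE replicate 3. The genes over the 8 time points ranged from 2 to 3. The CSLF6 homeologs in the window ranged from 1 (without CDC Morrison 20 DPE replicate 1) to 4, and the GUB2 genes from 0 (without CDC Morrison 15 DPE replicate 3 or 20 DPE replicate 3) to 2. The rise of CSLH1 had 0 to 0. Genes higher early ranged from 10 to 12 and higher late from 11 to 13. All genes ranged from 12599 to 16147 in the window and from 20038 to 23736 over the 8 time points. The genes of Fig. 9 ranged from 4 to 8 in embryo, 4 to 5 in endosperm and 9 to 11 from 0 to 48 h. The rise of CSLH1_2Ag0001132, reported as 1.07, reversed to -0.96 without AC Morgan 15 DPE replicate 3 and to -0.012 without CDC Morrison 25 DPE replicate 3, and was 4.24 without CDC Morrison 15 DPE replicate 3. It was not past the threshold under any setting, and the cause was not tested.

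Scaling by library size alone moved the median of all genes at 10 DPE to -0.29, at 15 DPE to -0.44 and from 0 to 48 h in endosperm to 0.69 on the log2 scale. Of the genes past the threshold, 37.1% were then higher in CDC Morrison in the window, against 48.7% with TMM, 35.4% against 48.8% over the 8 time points, 35.1% against 56.4% at 10 DPE, 12.2% against 45.1% at 15 DPE and 42.4% against 52.6% in germinating endosperm, and 75.2% against 53.8% were higher at 48 h. For early against late, 65.5% against 53.6% were higher early in CDC Morrison and 78.1% against 53.3% in AC Morgan. For the rise from 15 to 25 DPE, 672 genes passed in place of 24, 98.1% of them higher in CDC Morrison. At 15 DPE 13217 genes passed in place of 5835. The window's CSLF6 and GUB2 calls passed with this scaling too.

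Between the cultivars, replicates share only a number. Libraries with the same number in the 2 cultivars had correlations of their deviations from -0.384 to 0.371 (23 pairs, median -0.0224, 2 over 0.1) in developing grain, and 1 of 30 pairs was over 0.1 in germination. A replicate block gave 22 comparisons past the threshold (14 and 8), 14253 genes in the window and 21346 over the 8 time points. Within CDC Morrison embryo, replicate 1 differed more from replicates 2 and 3 than these did from each other at every hour. At 24 h the variance was 71.3 and 77.2 times that of counting error, against 7.08 between replicates 2 and 3. These libraries may therefore not be independent across hours.

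Depth limits some of the calls: with every library thinned to the smallest total, 17 of the 160 comparisons passed in place of 19, and 7 genes in the window in place of 9. In 63 of the 160 comparisons the mean was under 1 CPM in both cultivars.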

Differences from the paper's values

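Fig. 9 carries about 9 asterisks, read by eye, among the CSLF, CSLH1 and GUB2 genes, where 19 comparisons passed here. Of the 9, 8 also passed here. The other is CSLF3_7Ag0000492 at 10 DPE, with a log2 fold change of 2.32 and an adjusted p of 0.105 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and limma on the deposited normalized values calls it, as does the Tukey test without further adjustment described below. The 11 other comparisons passed here without an asterisk. None of the 10 alternatives set before the data were examined comes within 1.5 times of the paper's number: they gave 19 with no filter, with RLE factors and with filterByExpr, 20 with all 48 libraries, 22 with library size alone, with the replicate block and with separate fits, 23 with DESeq2, 28 with limma and 4 with the paper's Tukey test. The Tukey test without a further Benjamini-Hochberg adjustment, an alternative chosen after seeing the values, gave the 9 of the figure and drops 0 of them.

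Supplemental Table S5 gives the control genes values that vary more than the deposited ones do. Over the 46 columns of the table that could be read, the variance of the paper's values is 3.65 for SOL1_7Ag0000750, 4.43 for PPA18_2Cg0000563, 4.93 for NHX5_5Dg0001720 and 3.43 for ZCHC8_5Cg0002894, against 0.0220, 0.0240, 0.0241 and 0.0263 in the deposited normalized values of the same libraries. The 10 alternatives set before the data were examined (log2 CPM, genes of at least 1 CPM and each time point left out) differ from the paper's values too. Of the 1104 values of the 24 genes in these columns, 20 equal at 2 decimals the deposited value of the named gene and library.

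The paper gives no statistical difference in CSLF6 between the cultivars. Here 3 of the 4 homeologs passed in the mean of 15, 20 and 25 DPE, with log2 fold changes of 1.09 to 1.56, and CSLF6_7Dg0001419 passed at 20 DPE. By the paper's Tukey test none passed at a single time point. The paper states that CSLH1 rose significantly more in CDC Morrison at the time of the CSLF6 trend of 15 to 25 DPE. This was read here as the change from 15 to 25 DPE, though the clause can also mean the level reached by 25 DPE. By the test of that rise none of the 3 homeologs passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest adjusted p = 0.638), and 1 had an unadjusted p under 0.05, as it did with DESeq2 and limma. The differences at 25 DPE passed for 2 homeologs and at 30 DPE for 3, and the exact permutation test of the rise gave 0.015 after adjustment for CSLH1_2Dg0003695. The summed counts of the 3 differed in rise by 0.084 (standard error 0.995). The paper states that the majority of the genes were expressed more before 18 DPE. The tally over both cultivars was 12 higher early and 12 higher late past the threshold, 23 of the 40 by the sign of the log2 estimate and 19 by mean CPM. The paper states that the expression pattern of the control genes does not change during grain development, and SOL1_7Ag0000750 was higher early by 0.22 in CDC Morrison (adjusted p = 0.0145, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).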

Other observations

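The summing of homeologs was an alternative set before the data were examined. What the tests of homeologs and of Supplemental Table S5 would show was written only after their results had been seen.

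The values of Supplemental Table S5 could be traced. Read gene by gene from the deposited normalized table and written back library by library, 1104 of the 1104 values that could be read (24 genes in 46 columns) equal the table's at 2 decimals, whereas 20 do so without this reordering. This is consistent with the table having been filled in another order than its headings. Fig. 9 itself was not traced. No biological explanation applies.

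Reads divided between near-identical homeologs could raise one homeolog at the expense of another. With the counts of the homeologs summed, CSLF6 still differed by a log2 fold change of 1.19 and GUB2 by 1.77 in the mean of 15, 20 and 25 DPE (adjusted p = 0.00773 and 0.0365, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which argues against a division of reads within each family as the whole cause of these differences. For GUB2 the call rests on few libraries. Chance is argued against for the number of genes of Fig. 9 past the threshold at single time points, in the window, over the 8 time points, and early against late in each cultivar, the real assignment being the only 1 of 60 with as large a count in each. Cultivar remains the open biological explanation and was not tested apart from the libraries.

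From 20 to 30 DPE, the change on the log2 scale was lower in CDC Morrison than in AC Morgan for 4 of the 20 genes past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by -3.28 for CSLF6_7Ag0002427, -2.97 for CSLF6_7Cg0002511, -3.81 for CSLF6_7Dg0001419 and -4.92 for GUB2_1Ag0002790, which went from 15.2 to 0.803 CPM in CDC Morrison and from 3.73 to 6.55 CPM in AC Morgan. This contrast covers other time points than those of the paper's statement on CSLF6.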
